# Effects of Linoleic Acid on Gut-Derived *Bifidobacterium breve* DSM 20213: A Transcriptomic Approach

**DOI:** 10.3390/microorganisms7120710

**Published:** 2019-12-17

**Authors:** Alice Senizza, Maria Luisa Callegari, Biancamaria Senizza, Andrea Minuti, Gabriele Rocchetti, Lorenzo Morelli, Vania Patrone

**Keywords:** linoleic acid, conjugated linoleic acid, *Bifidobacterium breve* DSM 20213, transcriptomic analysis, stress response

## Abstract

Bacterial production of conjugated linoleic acid (CLA) has recently received great attention because of the potential health benefits of this fatty acid. Linoleic acid (LA) can be converted to CLA by several microorganisms, including bifidobacteria, possibly as a detoxification mechanism to avoid the growth inhibition effect of LA. In the present in vitro study, we investigated the gene expression landscape of the intestinal strain *Bifidobacterium breve* DSM 20213 when exposed to LA. Transcriptomic analysis using RNA-seq revealed that LA induced a multifactorial stress response in the test strain, including upregulation of genes involved in iron uptake and downregulation of genes involved in sugar and oligopeptide transport. We also observed reduced transcription of genes involved in membrane and pili biosynthesis. The upregulation of iron uptake was not related to any putative ability of LA to chelate Fe^2+^, but was somewhat linked to stress response. Furthermore, we demonstrated that LA increased reactive oxygen species (ROS) production in bacterial cells, activating an oxidative stress response. This response was proved by thioredoxin reductase transcription, and was primarily evident among bacteria cultured in the absence of cysteine. This is the first report of the potential mechanisms involved in bacterial LA transport and stress response in *B. breve*.

## 1. Introduction

The omega−6 fatty acid linoleic acid (LA) is a structural component of cell membranes, as well as a precursor of several types of eicosanoids that are involved in important physiological processes. Essential fatty acids, such as LA, can only be obtained through diet, and current regulations mandate that infant formula must contain LA and α-linolenic acid (ALA) [1].

Conjugated linoleic acid (CLA) refers to a group of LA isomers that naturally occur in ruminant fats and dairy products, and that have been intensively investigated for their potential health promoting properties [2]. CLA stored in the fat tissue and milk of ruminants constitutes the main source of CLA in the human diet [3]. The isomers most abundantly found in nature are c9,t11-CLA, the intermediates produced during the biohydrogenation of linoleic acid to stearic acid (C18:0) by some microorganisms in the rumen [3]. CLA-producing bacteria in rumen have attracted a great deal of interest. Additionally, c9,t11-CLA is produced through the conversion of vaccenic acid (C18:1, t11) in the mammary gland [4]. A similar pathway has been reported in the human colon, where linoleic acid is converted to vaccenic acid via CLA and, finally, to stearic acid [5].

Numerous bacteria have been reported to metabolize LA into CLA. The ability to convert LA into CLA is strain-specific [2], and CLA producers can be divided into two groups based on the isomer: 9,11 and t10,c12-CLA. Many CLA producers are lactic acid bacteria—in particular, various species of lactobacilli. Within this group of bacteria, the putative linoleate isomerase is reportedly the key gene responsible for the bioconversion of LA into CLA [3], although the mechanism remains unclear.

Among bifidobacteria, which are considered normal commensals of the human gastrointestinal tract, some species exhibit the ability to convert LA into CLA. Raimondi et al. screened 34 *B. breve* strains, and identified *B. breve* WC0421 as the major CLA producer [6]. In another study, O’Connell et al. [7] used gas-liquid chromatography (GLC) to investigate the capacity of different bifidobacteria species to convert LA into CLA, and found that *B. breve* NCFB 2258 was the strain that best converted LA. Both reports elucidated a strain-specific ability to convert LA into CLA. In *B. breve*, the MCRA protein was identified as a carbon-oxygen lyase family protein that may play a role in catalyzing the first step of CLA production [8]. Conversely, O’Connell et al. [7] used an insertional mutation approach and found strong evidence that the *mcrA* gene was not involved in this process.

It is unclear why bacteria convert LA, but one of the best-supported hypotheses is that CLA production may be a detoxification mechanism adopted by the bacterial cells. Koppová and colleagues [9] have studied rumen bacteria, and reported that the lag phase length is proportional to the fatty acid concentration, and dependent on the LA concentration. Interestingly, a higher number of unsaturated double bounds is associated with a greater inhibitory effect on bacterial cell growth [9]. Moreover, Fontes et al. [10] reported that *B. breve* NCIMB 702258 grown in the presence of LA in semi-skimmed milk exhibited an altered cell membrane composition.

In the present study, we evaluated the in vitro response to LA exposure of the *B. breve* strain DSM 20213 (LMG 13208; ATCC 15700; NCTC 11815). This strain was isolated from the infant intestine, and can produce CLA [11]. We investigated the effects of LA on *B. breve* DSM 20213 using RNA-seq analysis to identify genes that could be involved in the response to LA exposure. Finally, we confirmed and verified our results using chemical and microbiological experiments.

## 2. Material and Methods

### 2.1. RNA Extraction and Sequencing

To explore the strain’s behavior in the presence of LA, we performed RNA-seq analysis in triplicate, comparing *B. breve* DSM 20213 grown in MRS-cys-LA (0.5 g/L) to *B. breve* DSM 20213 grown in MRS-cys. Bacterial cultures were grown in MRS-cys and MRS-cys-LA to an optical density of 0.7 (log phase) at 600 nm (OD_600_). Then 10 mL of culture was centrifuged at 10,000× *g* for 10 min, the supernatant was removed, and the cell pellet was immediately stored at −80 °C until use. Samples were processed for total RNA extraction following the acidic-phenol/guanidine-isothiocyanate protocol [12]. RNA was purified using the Direct-zol RNA Miniprep kit (Zymo Research, Irvine, CA, USA) following the manufacturer’s instructions. RNA quality check, library construction, and sequencing were performed at BGI (Shenzhen, China) using a BGISEQ−500. RNA-seq data have been submitted to Gene Expression Omnibus (GEO) under the accession number GSE139284.

Under our experimental conditions, we generated about 21.86 M reads per sample, and detected a total of 1887 genes. 

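The deposited table lists FPKM (fragments per kilobase and M of mapped fragments) for 1887 genes in each of 6 libraries. Within a library the FPKM rise in steps, and steps of a single read were found when each read was taken as 50 bases long and 49 bases were taken off each coding length. Between 98.6% and 99.7% of the values that stand for fewer than 2000 reads then lay within 0.2 of a whole number of reads, against 40% by chance. The reads recovered in this way came to 7.56, 7.70 and 7.91 M in MRS-cys and to 6.54, 7.82 and 7.13 M in MRS-cys-LA (replicates 1, 2 and 3). They are reads on the listed genes, between 94.4% and 94.8% of the total to which the FPKM were scaled. That total, between 6904000 and 8358000 reads per library, is lower than the number of reads the paper gives per sample, and the files do not show why. No more than 2 genes per library were listed at 0.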

Prior to downstream analysis, we removed sequencing reads that were low-quality or adaptor-polluted, or that had a high content of unknown bases (N). After filtering the reads, the clean reads were mapped to the reference genome using HISAT [13]. The average proportion of reads mapped was 88.37%. The mapping results for each sample were highly uniform, such that the samples were comparable. Clean reads were progressively mapped to reference transcripts using Bowtie2 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml), and the gene expression level in each sample was measured using RSEM [14]. Based on the gene expression levels, we identified the differentially expressed genes (DEGs) between the samples. These DEGs were used to perform a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway classification and functional enrichment.

### 2.2. Real-Time Quantitative PCR Analysis

To confirm the gene expression profile obtained by RNA-seq, we performed real-time PCR (RT-qPCR) analysis. We reverse transcribed 1 µg RNA using the iScript™ Advanced cDNA Synthesis Kit (BioRad, Hercules, CA, USA) following the manufacturer’s directions, and diluted the cDNA 1:10 in nuclease-free water. Then q-PCR amplifications were performed using 5 μL of 1:10 diluted cDNA and the KAPA SYBR^®^ FAST qPCR Master Mix (2X) Kit (Kapa Biosystems, Wilmington, MA, USA) in a LightCycler^®^ 480 Instrument II (Roche Diagnostics, Indianapolis, IN, USA). Each sample was analyzed in triplicate. Ct values were normalized using the housekeeping gene *recF*, as previously described [15]. The utilized primers are reported in Table 1.

### 2.3. Chemicals, Strain, and Culture Conditions

Linoleic acid was purchased from Sigma-Aldrich (St. Louis, MO, USA). The *B. breve* DSM 20213 strain was acquired from the DSMZ collection (Braunzschweig, Germany), and was cultured in an anaerobic chamber (Don Whitley Scientific, Bingley, West Yorkshire, UK) at 37 °C using MRS broth (BD Difco™ Lactobacilli MRS broth, Thermo Fisher Scientific, Waltham, MA, USA) with the addition of 0.5 g/L L-cysteine-HCl (MRS-cys). MRS-cys-LA broth was prepared by adding 0.5 g/L LA to MRS-cys.

### 2.4. Growth of B. breve DSM 20213 at Different Cysteine Concentrations

*B. breve* DSM 20213 was grown overnight (18 h) under anaerobic conditions in MRS-cys. We then used 500 µL of the overnight culture to inoculate (1% *v*/*v*) 50 mL fresh MRS medium, with final cysteine concentrations of 0.5 g/L, 0.250 g/L, 0. 125 g/L, and 0 g/L. To test the protective effect of cysteine against LA, we prepared the previously described samples with and without the addition of 0.5 g/L LA in the medium. The strain grown in MRS-cys was used as the control. This experiment was conducted at 37 °C under anaerobic conditions. Using a spectrophotometer, we measured the OD_600_ hourly for 16 h.

### 2.5. Growth of B. breve DSM 20213 in Iron Salts-Supplemented Medium

The overnight culture of *B. breve* DSM 20213 was used to inoculate 50 mL of MRS-cys (1% *v*/*v*) supplemented with 50 mM ferric citrate, 50 mM iron sulfur, or a combination of both (1:1), to investigate the role of iron in LA metabolization. Samples were prepared with and without the addition of 0.5 g/L LA. The strain grown in MRS-cys was used as the control. A spectrophotometer was used to measure the OD_600_ hourly up to 15 h, and every 10 h thereafter.

### 2.6. Thiobarbituric Acid Reactive Substance (TBARS) Assay

We performed the TBARS assay to quantify the lipid peroxidation marker malondialdehyde (MDA), according to the method reported by Zhang and Huang [16], with minor modifications. Briefly, 10 mL of cell culture was centrifuged for 10 min at 10,000× *g*. The pellet was then mixed in a tube with 1 mL 0.1% trichloroacetic acid (TCA), and placed in an ultra-sonic bath at room temperature for 3 min to promote extraction. Next, the tube was centrifuged (10,000× *g* for 10 min at 4 °C) and the supernatant was transferred to a new tube. A 200 µL aliquot of supernatant was mixed well with 1 mL 20% TCA containing 0.5% TBA. This mixture was boiled at 95 °C for 15 min, quickly cooled on ice, centrifuged at 10,000× *g* for 5 min, and then the supernatant was transferred to a cuvette. Finally, we measured the absorbance at 532 nm using a PerkinElmer Lambda 12 spectrophotometer (PerkinElmer, Shelton, CT, USA). A molar extinction coefficient of 155 cm^−1^ mM^−1^ was used for MDA determination. The results were corrected for the experimental blank, and the MDA concentration was calculated as described by Lin et al. [17].

### 2.7. Assessment of the Ability of LA to Chelate Fe^2+^

We assessed the ability of LA to chelate Fe^2+^ using the colorimetric assay previously reported by Carter [18], with minor modifications. Briefly, 1.61 mL of each sample (MRS-cys) was diluted 1:30 (*v*/*v*) and then transferred into a 2-mL cuvette, with the addition of 150 µL 0.30 mmol/L FeSO_4_ and 0.5 g/L LA. After a 5-min reaction time, we added 230 µL 0.80 mmol/L ferrozine solution to each cuvette. In the control, the ferrozine solution was replaced by distilled water to correct for the unequal colors of the sample solutions. After 15 min, we read the absorbance at 562 nm using a PerkinElmer Lambda 12 spectrophotometer (PerkinElmer, Shelton, CT, USA). The final results were expressed as mg EDTA equivalents/L, according to Santos and co-authors [19].

### 2.8. Extraction of Cell-Associated Lipids and Gas Chromatography (GC) Analysis

*B. breve* DSM 20213 was grown in MRS-cys and MRS-cys-LA, and then 50 mL of culture was centrifuged at 8000 rpm for 10 min, and the pellet was dissolved in 1 mL PBS buffer and transferred into a glass tube. Total lipids were extracted using 9 mL of chloroform/methanol (2:1, *v*/*v*) containing 5 μg/mL 10,12-tricosadiynoic acid (Sigma-Aldrich, St. Louis, MO, USA) for use as an internal standard. Tubes were incubated at room temperature for 2 h, and then the lower phase containing the total lipids was transferred into a new tube and gently dried under nitrogen flow. Fatty acids were methylated by in situ transesterification with 0.5 N methanolic NaOH in methanol, followed by 14% boron trifluoride in methanol. After methylation, the lipid phase was extracted with 1 mL hexane.

Using an autosampler, the samples were injected into a gas chromatograph (model 7820A GC; Agilent Technologies, Santa Clara, CA, USA) equipped with a fused silica capillary column (CP-Sil 88, 100 m × 0.25 mm × 0.20 mm; Agilent J&W GC column) and a flame-ionization detector. A 25 to 1 split ratio was used for injection of 2 μL hexane containing methyl esters. The carrier gas was ultrapure helium, and inlet pressure was maintained at 33.35 psi. The injector temperature was maintained at 250 °C, and the detector temperature at 255 °C. The oven temperature was initially 70 °C (held for 4 min), was increased by 10 °C/min to 180 °C (held for 10 min), and was then increased by 4 °C/min to 240 °C (held for 25 min), with a final run time of 60 min. Peaks were identified using the Supelco 37 Component FAME Mix (Sigma-Aldrich, St. Louis, MO, USA). CLA conversion was calculated as previously reported [20].

## 3. Results

### 3.1. Gene Expression of B. breve DSM20213 in Response to LA Exposure

We used an RNA-seq approach to examine the physiological and metabolic status of the *B. breve* DSM 20213 strain following in vitro exposure to 0.5 g/L of LA. 

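The type strain of *B. breve* was cultured in MRS-cys, which holds 0.5 g/L cysteine, and in MRS-cys-LA, which holds 0.5 g/L LA in addition, up to an optical density of 0.7. RNA from 3 cultures per medium was sequenced as 1 library each. The authors filtered the reads, mapped them with HISAT and Bowtie2 and obtained FPKM with RSEM, and these values were analysed without further normalization. The gene models are coding sequences on the 31 contigs of the draft assembly of this strain. Of their lengths, 99.1% are multiples of 3, so they hold no UTRs, and rRNA and tRNA genes are not listed. Expression was compared as log2(FPKM + 1), MRS-cys-LA minus MRS-cys, with limma (a linear model whose variances follow the mean expression). The p-values were adjusted by the Benjamini-Hochberg method over the 1886 genes whose mean FPKM was at least 1. Genes are termed differentially expressed when the adjusted p was under 0.05 and the log2 fold change was at least 1 in size. The paper's text names a minimum change for its genes and does not name the test behind them. Expression is given as mean FPKM ± SD over the 3 libraries of a medium, and each log2 fold change has its standard error from limma.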

Gene expression was compared between the intestinal bacterium grown in MRS-cys-LA compared to in MRS-cys, to identify genes that were differentially expressed between the two conditions. 

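Across genes, the log2 values of the MRS-cys libraries had Spearman correlations between 0.987 and 0.994 with each other. MRS-cys-LA replicates 1 and 3 had a correlation of 0.983. Replicate 2 of MRS-cys-LA was nearer to the MRS-cys libraries (0.935 to 0.960) than to the other replicates of its own medium (0.846 to 0.874). Genes are not independent replicates, so these correlations carry no test. The first principal component held 76.9% of the variance and the second 16.4%. In MRS-cys-LA replicate 2, 16 genes lay 2-fold or more above the mean of the MRS-cys libraries and 173 lay 2-fold or more under it. The corresponding numbers were 244 and 356 in replicate 1 and 202 and 264 in replicate 3. When each MRS-cys library was set against the other two, at most 3 genes lay 2-fold or more above their mean and at most 3 under it.

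**Figure D1:**
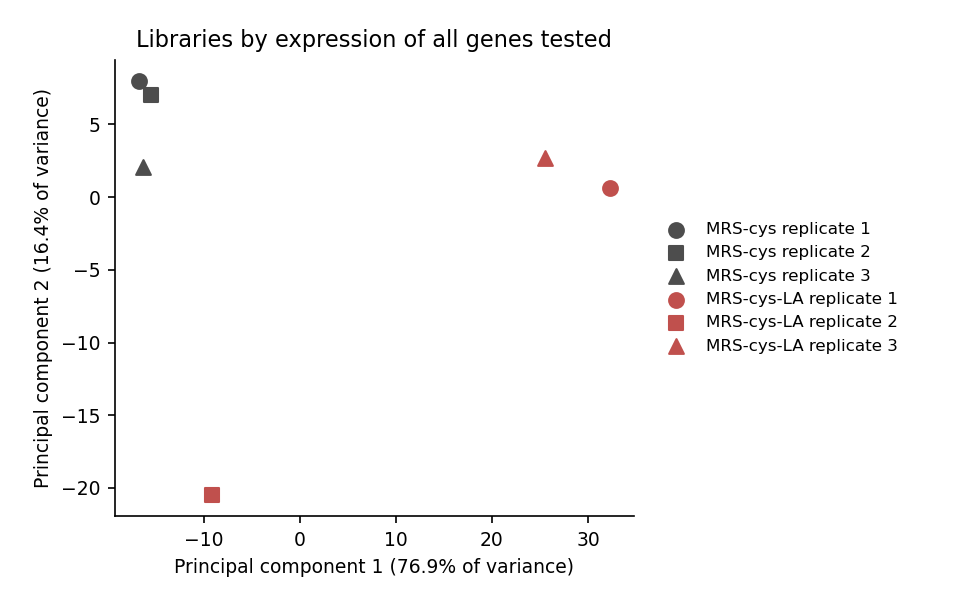
The 6 libraries by their scores on the first (x axis) and second (y axis) principal components of the centred log2(FPKM + 1) values, with MRS-cys in gray and MRS-cys-LA in red. MRS-cys-LA replicates 1 and 3 score 32.3 and 25.5 on the first component, and replicate 2 scores −9.2, between them and the MRS-cys libraries at −16.8 to −15.5.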

Gene ontology (GO) classification and functional enrichment were performed, revealing that the differentially expressed genes could be classified into three ontology clusters: molecular biological function, cellular components, and biological process (Figures S1 and S2).

Overall, the highest numbers of DEGs were associated with “membrane,” “membrane parts,” and “catalytic activity”. 

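The deposited table gives GO terms for 702 genes under cellular component, 1045 under molecular function and 758 under biological process. These are the terms assigned directly, without their parent classes, so counts per class are smaller than in a classification that adds up all child terms. Of the 120 terms with at least 5 genes tested, 7 held more differentially expressed genes than the annotated genes as a whole did (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05). The most differentially expressed genes carried "integral component of membrane", 53 of its 392 genes (47 lower and 6 higher in MRS-cys-LA, adjusted p = 0.00441 from Fisher's exact test). They were followed by "plasma membrane", with 22 of 95 genes (adjusted p = 0.000773, Fisher's exact test). The direct term "membrane" was carried by 7 genes, of which 0 were differentially expressed. The direct term "catalytic activity" was carried by 30 genes, of which 2 were differentially expressed.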

We also performed KEGG pathway classification (Figure 1) and functional enrichment.

These analyses revealed that LA mainly impacted *B. breve* genes involved in carbohydrate and amino acid metabolism. 

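Among the GO terms, "phosphoenolpyruvate-dependent sugar phosphotransferase system" held 12 differentially expressed genes of 15, all lower in MRS-cys-LA (Benjamini-Hochberg adjusted p = 8.25e-09, one-sided Fisher's exact test). The term "carbohydrate metabolic process" held 7 of 39, all lower (adjusted p = 0.862, Fisher's exact test). For amino acids, limma and limma voom called 0 of the 6 genes with "amino acid transmembrane transporter activity" and 0 of the 6 with "aromatic amino acid family biosynthetic process", with an unadjusted p under 0.05 in 1 gene of each. The term "glutamine metabolic process" held 1 called gene of 7, BBRE_1665 (log2 fold change 1.18, higher), and "transaminase activity" 1 of 12, BBRE_1066 (log2 fold change −1.01), both named after their values were seen and both terms with an adjusted p of 1 from Fisher's exact test. Neither gene was called without any one of the MRS-cys libraries or MRS-cys-LA replicate 3, nor BBRE_1066 without MRS-cys-LA replicate 1 (adjusted p between 0.0652 and 0.113). KEGG pathway classes were not analysed here.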

Genes exhibiting less than a two-fold change were excluded from further analysis, leaving a total of 143 differentially regulated genes (53 upregulated and 90 downregulated) (Table S1). 

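With limma, 171 genes were differentially expressed, 19 higher and 152 lower in MRS-cys-LA. At an adjusted p under 0.05 and any fold change there were 265 genes, and at an unadjusted p under 0.05 there were 647. In 745 of the genes tested (39.5%), all values of one medium lay above all values of the other, where chance gives 10%. The median log2 fold change over all genes was −0.12. It moved to 0.03 when the libraries were rescaled by the median of their gene ratios, which gave 30 genes higher and 103 lower, and quantile normalization gave 30 and 86. The counts moved with each library left out. With MRS-cys-LA replicate 2 left out, 523 genes were called, 211 higher and 312 lower, and with replicate 1 or 3 of that medium left out there were 103 and 73. In the absence of MRS-cys replicate 1 or 2, limma called 0 genes, with 412 and 394 genes at an unadjusted p under 0.05, and the absence of MRS-cys replicate 3 left 24 genes. The smallest adjusted p over all genes was 0.0866 without MRS-cys replicate 1 and 0.081 without replicate 2. A call lost without either of these libraries was thus lost for every gene, and does not set a gene apart from the others.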

Gene annotation was achieved by searching the assigned locus tags in the NCBI Protein database for functionally characterized proteins displaying high similarity and/or mining locus tags associated with structural and functional annotations in the literature. In general, the most strongly upregulated genes were those involved in iron uptake systems, namely *bfeUO* and *sifABCDE* (Table 2).

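Table 2 holds 33 genes, of which 18 are printed with a positive FC and 15 with a negative one. All 33 changed in the printed direction in the fit. Rounded to a whole number, the log2 of the ratio of mean FPKM equalled the printed FC in 30 genes, and the linear fold in 0 genes, so the printed values are read here on the log2 scale. Of the 18 genes that rose, limma called 0 differentially expressed (adjusted p between 0.0835 and 0.247), with an unadjusted p under 0.05 in 10, and limma voom on reads recovered from the FPKM also called 0. The 15 that fell included 13 differentially expressed genes. Adjusted over the list alone, 7 that rose and 15 that fell had an adjusted p under 0.05, which is not independent evidence because the study chose the list on these samples. Each of the 18 genes lay 2-fold or more above the MRS-cys mean in MRS-cys-LA replicates 1 and 3, and 0 of them did in replicate 2. Their median log2 change was 3.12, −0.06 and 3.16 in replicates 1, 2 and 3. When replicate 2 was left out, all 18 and 14 of the 15 were called. As a set, the 7 *bfeUO* and *sifABCDE* genes had a median log2 fold change of 2.17, between 2.09 and 2.32 over the scalings tried. The set was higher with limma's camera at a preset correlation between genes of 0.01 (adjusted p = 0.00208 over 9 sets). Of the 5 sets past that threshold with camera, 4 also passed it with fry and 0 with the correlation estimated from the data (2 at an unadjusted p under 0.05), and the iron uptake set had an adjusted p of 0.249 with fry and 0.459 with the estimated correlation. The test of the iron uptake set is no independent evidence either, since the paper chose its genes on these samples.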

The *bfeUO* system is responsible for ferric and ferrous import, and the *sifABCDE* system only for ferrous iron import. With regards to the *bfeUO* system, we found that LA exposure induced four-fold higher transcription of the BBRE_1003-encoded protein gene and three-fold higher transcription of the *BBRE_1002* gene, compared to control. 

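BBRE_1003 lies on contig 14 from base 26893 to 27588, on the plus strand, and is annotated as a secreted protein probably involved in iron uptake. Its FPKM was 191 ± 39.4 in MRS-cys and 4272 ± 3547 in MRS-cys-LA (SD, n = 3 libraries each). The log2 fold change was 3.44 (standard error 1.26, adjusted p = 0.11 from limma). Replicates 1 and 3 of MRS-cys-LA held 5789 and 6809 FPKM, while replicate 2 held 219 and the highest MRS-cys library 217. With replicate 2 left out, the log2 fold change was 5.06 (standard error 0.19, adjusted p = 5.43e-08). BBRE_1002, with an iron permease FTR1 domain, lies just upstream from base 24860 to 26776 and had 226 ± 44.7 FPKM in MRS-cys and 2470.2 ± 2058 in MRS-cys-LA. For this gene the log2 fold change was 2.37 (standard error 1.29, adjusted p = 0.234, limma). In MRS-cys-LA replicate 2 it stood at 115 FPKM, under each MRS-cys library, and without that replicate its log2 fold change was 4.02 (adjusted p = 8.85e-08).

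**Figure D2:**
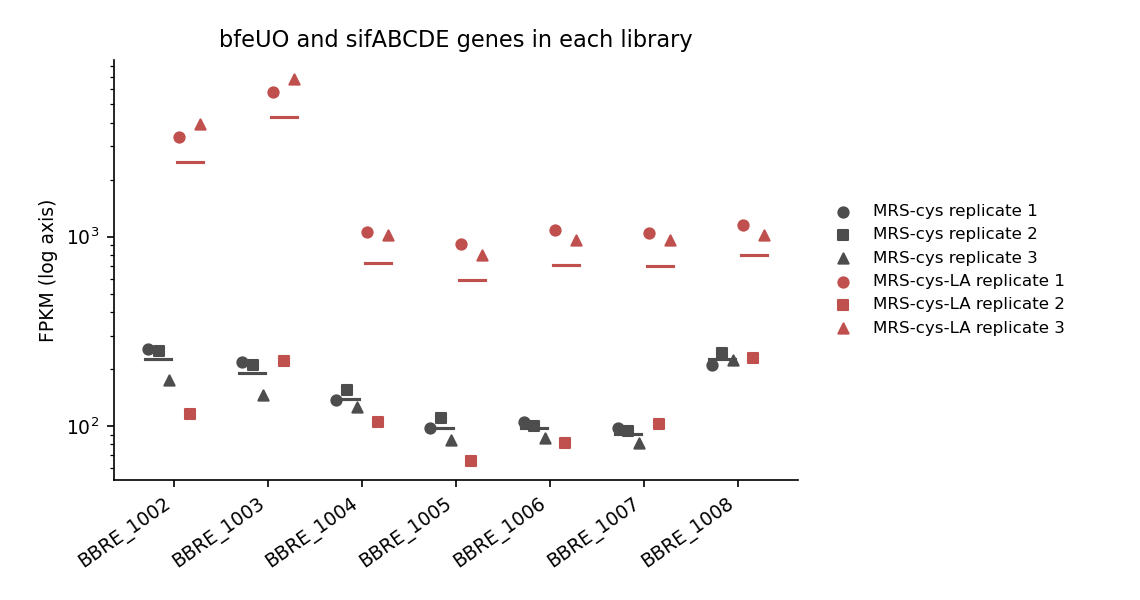
FPKM (y axis, log scale) of the 7 *bfeUO* and *sifABCDE* genes (x axis) in each of the 6 libraries, with MRS-cys in gray, MRS-cys-LA in red and a bar at the mean of each medium. For BBRE_1003, MRS-cys-LA replicates 1 and 3 stand at 5789 and 6809 FPKM and replicate 2 at 219, just above the highest MRS-cys library at 217.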

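Downstream of BBRE_1003 on the same strand, BBRE_1004 to BBRE_1008 follow from base 27855 to 33307 of contig 14. The ABC transporter permease BBRE_1006 rose from 97.3 ± 9.45 to 710.3 ± 549 FPKM (SD, n = 3), a log2 fold change of 2.17 (standard error 0.95, adjusted p = 0.156 from limma). For the ATP-binding protein BBRE_1007 the log2 fold change was 2.36 (standard error 0.85, adjusted p = 0.109). The permease BBRE_1005, the membrane spanning protein BBRE_1004 and BBRE_1008 had log2 fold changes of 1.90, 1.80 and 1.52 (adjusted p of 0.207, 0.185 and 0.129). None of the 5 genes was called, and each of them was when MRS-cys-LA replicate 2 was left out, with log2 fold changes between 2.27 and 3.45 and adjusted p between 6.38e-08 and 6.79e-07. In that library their log2 changes from the MRS-cys mean lay between −0.56 and 0.18. Upstream of BBRE_1002, the opposite strand carries BBRE_1001, annotated as an integrase, and BBRE_1000, annotated as a glutamyl-tRNA synthetase of 192 bases. Both were lower in all 3 MRS-cys-LA libraries, with log2 fold changes of −2.62 (adjusted p = 0.01) and −2.97 (adjusted p = 0.0122). BBRE_1001 was chosen after its values were seen. The call of BBRE_1000 was lost without any one of the MRS-cys libraries (adjusted p between 0.0537 and 0.0866), and that of BBRE_1001 without MRS-cys replicate 1 or 2 (0.0866 and 0.081), where every gene lost its call.

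**Figure D3:**
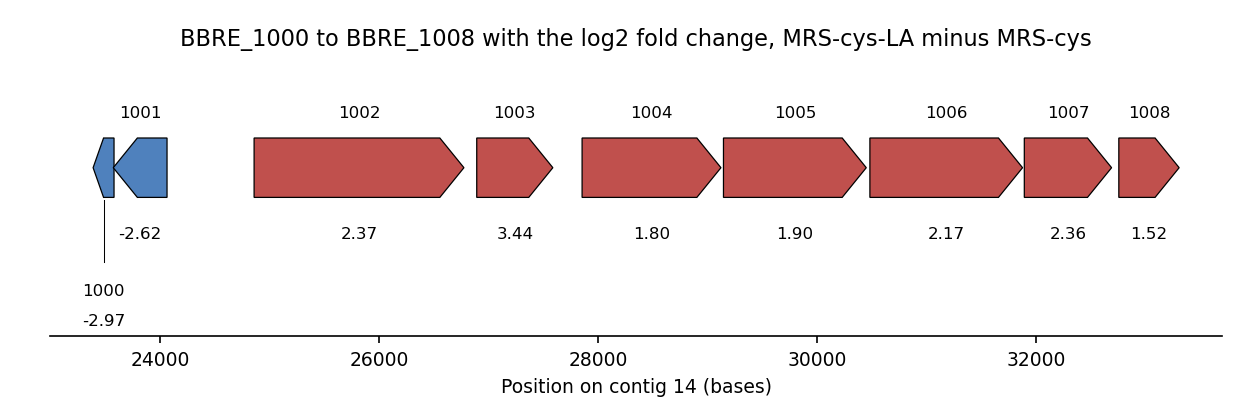
Map of contig 14 (x axis, bases) with BBRE_1000 to BBRE_1008 drawn to scale as arrows in the direction of transcription, in red where higher and in blue where lower in MRS-cys-LA, and the log2 fold change under each gene. The 7 genes on the plus strand range from 1.52 to 3.44, and the 2 genes on the minus strand are at −2.62 and −2.97.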

In the *sifABCDE* cluster, LA exposure induced three-fold higher transcription of *BBRE_1006* and *BBRE_1007*, and two-fold upregulation of *BBRE_1004*, *BBRE_1005*, and *BBRE_1008* genes. The highest levels of induction (fold-change of 4) were observed for the *BBRE_1003* gene, a SAM-dependent methyltransferase (*BBRE_1612*), and an ABC transporter system gene (*BBRE_1753*). 

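By the ratio of mean FPKM, BBRE_1003, BBRE_1612 and BBRE_1753 held places 1, 2 and 3 of the 1886 genes tested, and by the log2 fold change of the fit places 1, 2 and 6. BBRE_1612, on contig 26 from base 8519 to 9388, rose from 280.1 ± 26 to 5217 ± 4251 FPKM (SD, n = 3). Its log2 fold change was 3.28 (standard error 1.16, adjusted p = 0.105, limma), and 4.77 (adjusted p = 1.93e-08) when MRS-cys-LA replicate 2, at 341 FPKM, was left out. The ATP-binding protein BBRE_1753, on contig 30 from base 36284 to 37246, rose from 30.5 ± 1.11 to 399 ± 322 FPKM. This gave a log2 fold change of 2.76 (standard error 1.13, adjusted p = 0.138), and 4.22 (adjusted p = 2.12e-08) in the absence of that library, which held 27.2 FPKM.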

The function of *BBRE_1612* is not well-known, but this gene is reportedly upregulated under iron limitation conditions [21]. Table 2 lists the genes involved in iron uptake, regulators, and S-Fe cluster assembly proteins. The ferredoxin-NADP reductase gene (*BBRE_0908*) was also upregulated. These proteins harbor a prosthetic flavin cofactor, and catalyze reversible electron exchange with NADPH and either flavodoxin or ferrodoxin. 

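BBRE_0908 lies on contig 12 from base 201108 to 202559. It had 494 ± 24.5 FPKM in MRS-cys and 2124 ± 1506 in MRS-cys-LA (SD, n = 3), and its log2 fold change was 1.61 (standard error 0.77, adjusted p = 0.185 from limma). MRS-cys-LA replicate 2, at 387 FPKM, lay under every MRS-cys library. In the fit without it the log2 fold change was 2.60 (standard error 0.13), and the gene was called.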

Reduced ferredoxin can serve as an electron donor for many enzymes, playing roles in several systems, including oxidative stress [22].

The addition of LA to *B. breve* growth medium also impacted the expressions of two genes involved in sulfur amino-acid metabolism: upregulation of the cystathionine β lyase *metC* (*BBRE_1404*) and downregulation of a sulfatase family protein (BBRE_1630) (Table 2). 

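The cystathionine beta-lyase gene BBRE_1404, on contig 23 from base 36140 to 37372, had 92.5 ± 7.48 FPKM in MRS-cys and 1671, 95.0 and 1315 FPKM in MRS-cys-LA replicates 1, 2 and 3. Its log2 fold change was 2.67 (standard error 1.03, adjusted p = 0.123, limma), and 3.99 (adjusted p = 5.68e-08) when MRS-cys-LA replicate 2 was left out. BBRE_1630, on contig 26 from base 27573 to 29099, fell from 302 ± 74.2 to 57.4 ± 24.9 FPKM (SD, n = 3) and was lower in all 3 MRS-cys-LA libraries. The log2 fold change was −2.44 (standard error 0.35, adjusted p = 0.0122, limma). It kept the call without any one of the MRS-cys-LA libraries and lost it without MRS-cys replicate 1, 2 or 3 (adjusted p of 0.0866, 0.081 and 0.0571). Its log2 fold changes there were −2.25, −2.58 and −2.49, and no gene was called without MRS-cys replicate 1 or 2.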

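BBRE_0896, the lysyl-cardiolipin synthase (*mprF*) of Table 2, lies on contig 12 from base 180968 to 183592. It rose from 316 ± 30.9 to 1277 ± 841 FPKM (SD, n = 3), a log2 fold change of 1.71 (standard error 0.59, adjusted p = 0.1 from limma). All 3 MRS-cys-LA values lay above the MRS-cys values, although that of replicate 2 was 376 FPKM. Leaving out this library raised the log2 fold change to 2.43 (adjusted p = 2.05e-06).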

Other differentially expressed genes were involved in membrane composition and pili formation. In terms of membrane modifications, LA apparently activated (fold-change of 2) the *BBRE_1618* gene that encodes a macrolide efflux protein, and *BBRE_1621* that encodes multidrug resistance protein B. These genes are strongly upregulated in the presence of cholic acid and oxgall [23], and represent the first microbial line of defense to protect the cell membrane from damaging compounds. 

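Both genes lie on contig 26, BBRE_1618 on the minus strand from base 12937 to 14208 and BBRE_1621 on the plus strand from base 15908 to 17959. BBRE_1618 had 43.9 ± 4.31 FPKM in MRS-cys and 107.7 ± 68.8 in MRS-cys-LA (SD, n = 3), with a log2 fold change of 0.99 (standard error 0.56, adjusted p = 0.247, limma). BBRE_1621 had 54.9 ± 1.45 and 217.7 ± 160 FPKM, with a log2 fold change of 1.49 (standard error 0.75, adjusted p = 0.208). In MRS-cys-LA replicate 2 both were under all MRS-cys libraries, at 33.2 and 40.6 FPKM. Their log2 fold changes in the fit without that library were 1.69 (adjusted p = 2.33e-05) and 2.44 (adjusted p = 9.96e-07).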

Our results suggest that LA may be an inducer for this transport system, which could thus play a protective role in preserving membrane integrity.

LA exposure also influenced genes involved in regulation processes. The most highly expressed gene regulator was the WhiB-like protein WblE (BBRE_1505), which was originally isolated and identified by Averina et al. [24]. These iron-sulfur proteins have a redox-sensing function because of their four conserved cysteine residues. 

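BBRE_1505, on contig 24 from base 30817 to 31095, had 711 ± 134 FPKM in MRS-cys. In MRS-cys-LA it had 9184 FPKM in replicate 1, 558 in replicate 2 and 8127 in replicate 3. The log2 fold change was 2.30 (standard error 1.04, adjusted p = 0.165 from limma), and 3.62 (adjusted p = 1.12e-07) without replicate 2. The file annotates this gene as the cell division transcription factor WhmD. Among other genes annotated as WhiB, chosen after their values were seen, BBRE_0719 had a log2 fold change of 0.11 (adjusted p = 0.651) and BBRE_1508 one of −0.11 (adjusted p = 0.646).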

Averina et al. reported that this gene is upregulated under stress conditions, while the other two identified WhiB proteins exhibited no gene modulation. This line of evidence may implicate the WblE protein in sensing the external and intracellular redox state. Other upregulated genes included the ClgR regulator, which appears to be involved in solvent stress response [25], and *BBRE_0144*, which belongs to the xenobiotic response element family of transcriptional regulators (Table 2).

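BBRE_0144 lies on contig 3 from base 99236 to 100306. Its FPKM was 134 ± 7.06 in MRS-cys and 490.2 ± 294 in MRS-cys-LA (SD, n = 3), and its log2 fold change was 1.60 (standard error 0.54, adjusted p = 0.0962, limma). The 3 MRS-cys-LA values, 588, 159 and 724 FPKM, all exceeded the MRS-cys values. With MRS-cys-LA replicate 2 out of the fit, the log2 fold change was 2.28 (adjusted p = 9.14e-07).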

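By the words of the annotation, 14 genes encode PTS components (the phosphotransferase system for sugars) and 37 belong to ABC transporters of sugars, a list that holds 2 transcriptional regulators and a lactose permease as well. All 14 PTS genes were lower in MRS-cys-LA, with a median log2 fold change of −1.48 and 12 genes differentially expressed. Over the scalings tried, the median lay between −1.55 and −1.07 and all 14 were lower in each. Of the ABC transporter genes, 35 were lower and 2 higher, 19 lower ones were differentially expressed, and the median was −1.21. Quantile normalization gave 33 lower and 4 higher. Both sets were lower with limma's camera (adjusted p = 3.16e-07 and 1.07e-09). With fry, both had an adjusted p of 0.00431, and with the estimated correlation both had 0.22. The largest fall among the ABC transporter genes was that of BBRE_0306, a solute-binding protein annotated for lactose, from 1550 ± 321 to 223 ± 220.2 FPKM (SD, n = 3). This gave a log2 fold change of −3.34 (standard error 0.75, adjusted p = 0.0347). BBRE_1629, annotated as a glucose/fructose transport protein, fell from 477 ± 86.8 to 72.8 ± 40.3 FPKM, a log2 fold change of −2.89 (adjusted p = 0.0171). All 3 MRS-cys-LA libraries lay under all MRS-cys libraries for both genes. BBRE_0306 was not called after median ratio rescaling (adjusted p = 0.0503), nor without any one of the MRS-cys libraries or MRS-cys-LA replicate 3 (adjusted p between 0.0985 and 0.143), and BBRE_1629 was not called without any one of the MRS-cys libraries (adjusted p between 0.0688 and 0.0983). The losses without MRS-cys replicate 1 or 2 were common to every gene.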

Overall, our results suggested that LA may have a negative regulatory effect on genes related to sugar transport, such as components of the PTS system and permease proteins of ABC transporter systems (Table S1). Of these, the PTS system IIC components were mostly downregulated. Such a reduction in sugar transport activity would impact carbon source utilization, consequently altering the production of ATP and important metabolic intermediates. 

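In the annotation 7 PTS components hold a IIC domain, alone or with other domains of the enzyme. All 7 were lower in MRS-cys-LA, by log2 fold changes between −0.61 and −2.57, and 5 of them were differentially expressed. The largest change was that of BBRE_0799, on contig 12 from base 47684 to 49063, which fell from 2207 ± 616 to 387 ± 174 FPKM (SD, n = 3). Its log2 fold change was −2.57 (standard error 0.37, adjusted p = 0.0129 from limma), and the MRS-cys-LA libraries held 230.2, 574 and 358 FPKM. The call was lost without any one of the MRS-cys libraries (adjusted p between 0.0596 and 0.0866) and held without any one of the MRS-cys-LA libraries. Without MRS-cys replicate 1, 2 or 3 its log2 fold change was −2.36, −2.73 and −2.63, and no gene was called without replicate 1 or 2 of that medium.

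**Figure D4:**
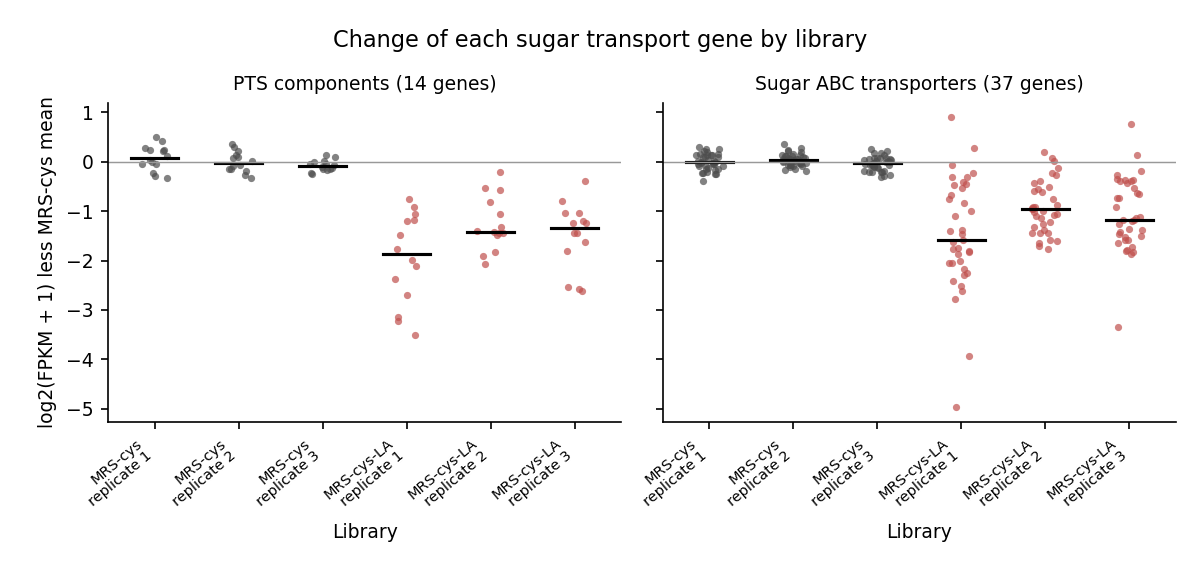
Change of each PTS gene (left) and each sugar ABC transporter gene (right) in each library (x axis), as log2(FPKM + 1) less the gene's mean over the MRS-cys libraries (y axis), with MRS-cys in gray, MRS-cys-LA in red and a black bar at the median. The PTS medians are −1.88, −1.42 and −1.34 in MRS-cys-LA replicates 1, 2 and 3, and the ABC transporter medians are −1.59, −0.97 and −1.17.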

Oligopeptide permease genes (*opp* gene cluster) were also downregulated—in particular, *oppB* (*BBRE_0967*) and *oppA* (*BBRE_0966*). 

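The annotation names 8 genes of oligopeptide transport, in 2 runs of neighbouring locus tags. BBRE_0967 (*oppB*), on contig 13 from base 64965 to 65921, fell from 215 ± 32.1 to 43.6 ± 26.6 FPKM (SD, n = 3), a log2 fold change of −2.46 (standard error 0.45, adjusted p = 0.0195, limma). BBRE_0966 (*oppA*), directly upstream, fell from 361 ± 17.8 to 105 ± 50.4 FPKM, a log2 fold change of −1.89 (standard error 0.36, adjusted p = 0.021). Both were lower in all 3 MRS-cys-LA libraries. Neither was called without any one of the MRS-cys libraries or MRS-cys-LA replicate 3 (adjusted p between 0.0679 and 0.103). Every gene lost its call without MRS-cys replicate 1 or 2, here and below. The next genes downstream, BBRE_0968 and BBRE_0969, chosen after their values were seen, had log2 fold changes of −0.19 (adjusted p = 0.617, and 0.06 without MRS-cys-LA replicate 2) and 0.57 (adjusted p = 0.286). In the other run, BBRE_0658, also annotated as *oppA* and chosen after its values were seen, was higher in all 3 MRS-cys-LA libraries (log2 fold change 1.07, adjusted p = 0.0274). It lost the call without each library but MRS-cys-LA replicate 2 (adjusted p between 0.0652 and 0.145). Over the alternatives other than leaving out a library, its log2 fold change went down to 0.99, under the minimum for a call. Over the 8 genes 4 were lower and 4 higher under each scaling tried. Their median log2 fold change was 0.01 and their mean −0.36, and limma's camera and fry gave opposite directions (higher, adjusted p = 0.796, and lower, adjusted p = 0.249). Without MRS-cys-LA replicate 1 camera also gave lower (0.753).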

Peptide transport systems play key roles in cell nutrition, as well as other processes, such as gene regulation expression, signaling, chemotaxis, conjugation, and competence development [26].

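By the words of the annotation, 17 genes belong to purine and pyrimidine metabolism, and limma called 0 of them differentially expressed, with an unadjusted p under 0.05 in 3, and limma voom called BBRE_0323, chosen after its values were seen (log2 fold change 1.28, higher). In MRS-cys-LA 9 were higher and 8 lower. After median ratio rescaling 11 were higher and 6 lower, and after upper-quartile rescaling 8 were higher and 9 lower. The median log2 fold change was 0.05 and the mean −0.08, and camera gave the direction higher (adjusted p = 0.385), and lower without MRS-cys-LA replicate 2 (0.595). The list follows words and holds 2 thiamine genes and a GTP-binding protein (BBRE_0489, BBRE_0491 and BBRE_1789), without which 7 genes were higher and 7 lower. It misses BBRE_1786, chosen after its values were seen, which carries the GO term for de novo IMP synthesis and was called higher (log2 fold change 1.16, adjusted p = 0.044, lost without each library but MRS-cys-LA replicate 2, 0.107 to 0.172, and without MRS-cys replicate 1 or 2 in every gene). The largest change was that of BBRE_1738, an aspartate carbamoyltransferase gene on contig 30, from 659 ± 93.2 to 326 ± 284 FPKM (SD, n = 3), with a log2 fold change of −1.40 (standard error 0.62, adjusted p = 0.157). MRS-cys-LA replicate 2 held 645 FPKM of it, and without this library its log2 fold change was −2.09 (adjusted p = 0.000117). The list pools purine with pyrimidine genes. Its other genes for aspartate carbamoyltransferase, orotidine 5'-phosphate decarboxylase and dihydroorotate dehydrogenase, chosen after their values were seen, went both ways. BBRE_1737 and BBRE_1740 had log2 fold changes of −0.68 and −0.70, and BBRE_1236, BBRE_1398 and BBRE_1742 had 0.20, 0.05 and 0.20 (adjusted p between 0.354 and 0.907, limma).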

We also observed downregulated expression of genes involved in purine and pyrimidine metabolism. The ribonucleoside-diphosphate reductase system (*BBRE_0806*) exhibited two-fold lower expression in MRS-cys-LA than in MRS-cys. 

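BBRE_0806, the alpha chain of the reductase, lies on contig 12 from base 54897 to 57092. It fell from 2081 ± 263 to 723 ± 164 FPKM (SD, n = 3), a log2 fold change of −1.54 (standard error 0.24, adjusted p = 0.015 from limma). All 3 MRS-cys-LA libraries, at 777, 539 and 853 FPKM, were under the MRS-cys libraries. The call held without any one of the MRS-cys-LA libraries and was lost without MRS-cys replicate 1, 2 or 3 (adjusted p of 0.0937, 0.081 and 0.0651).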

During cell division, this system is essential for converting ribonucleotides to deoxyribonucleotides, the precursors of DNA synthesis. Notably, downregulation of pyrimidine biosynthesis is a common strategy adopted by bifidobacteria to survive under stress conditions [27]. 

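BBRE_1548, annotated as DNA helicase II, has a coding length of 327 bases on contig 24, from base 81778 to 82104. It was among the genes with the fewest reads, with 10, 12 and 12 reads in MRS-cys and 1, 3 and 3 in MRS-cys-LA (replicates 1, 2 and 3). In FPKM it fell from 4.99 ± 0.43 to 1.09 ± 0.5 (SD, n = 3), a log2 fold change of −1.55 (standard error 0.24, adjusted p = 0.0143, limma). Of the 41 reads, 17.1% came from MRS-cys-LA (95% Clopper-Pearson interval 7.2% to 32.1%, for counting error only), where that medium held 48.1% of all reads. At this depth the size of the log2 fold change depended on the constant added to the FPKM, and it was −0.44 with a constant of 10 and −0.32 after quantile normalization (adjusted p of 0.0152 and 0.36), neither of which kept the call. The call was also lost without any one of the MRS-cys libraries (adjusted p between 0.0644 and 0.0883), though without MRS-cys replicate 1 or 2 no gene was called.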

Our present findings regarding the DNA repair system suggest that LA does not induce DNA damage, based on the observed downregulation of DNA helicase II (*BBRE_1548*) (Table S1).

Interestingly, the presence of LA seemed to exert a negative effect on cell envelope. 

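The carboxylase genes BBRE_0137 and BBRE_0138 follow each other on contig 3 from base 82638 to 86121. BBRE_0137 fell from 115 ± 7.41 to 25.1 ± 19.4 FPKM (SD, n = 3), a log2 fold change of −2.41 (standard error 0.49, adjusted p = 0.0255, limma), and BBRE_0138 from 141 ± 6.33 to 30.4 ± 22.2 FPKM, with −2.40 (standard error 0.44, adjusted p = 0.0195). The GntR family regulator gene BBRE_0798, on contig 12 from base 46817 to 47254, fell from 335 ± 35.6 to 110.3 ± 28.9 FPKM, with a log2 fold change of −1.62 (standard error 0.22, adjusted p = 0.0122). All 3 genes were lower in all 3 MRS-cys-LA libraries. None of them was called without any one of the MRS-cys libraries (adjusted p between 0.0564 and 0.116), and BBRE_0137 and BBRE_0138 also lost the call without MRS-cys-LA replicate 3 (0.0926 and 0.071). Without MRS-cys replicate 1 or 2 this held for every gene. Together with BBRE_0139, BBRE_0137, BBRE_0138 and BBRE_0798 had a median log2 fold change of −2.05. They were lower as a set with camera (adjusted p = 0.00612) and fry (0.022), and not with the correlation estimated from the data (0.434). The paper chose these genes on the same samples, so the set tests are no independent evidence.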

We observed reduced transcription of genes involved in lipid metabolism, including *BBRE_0137*, *BBRE_0138*, *BBRE_0139*, and *BBRE_0798*. We also observed downregulation of *BBRE_0139*, which is predicted to be a Type I multifunctional fatty acid synthase (fas). 

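BBRE_0139 is the longest of these genes, with 9483 bases from base 86161 to 95643 of contig 3. It fell from 78.4 ± 21.3 to 26.8 ± 20.5 FPKM (SD, n = 3), a log2 fold change of −1.71 (standard error 0.49, adjusted p = 0.0603 from limma), and was not called. MRS-cys-LA replicates 1 and 3 held 15.2 and 14.8 FPKM and replicate 2 held 50.5, with the lowest MRS-cys library at 57.2. The fit without MRS-cys-LA replicate 2 gave a log2 fold change of −2.28 (adjusted p = 1.3e-05).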

In *B. breve* UCC 2003 *fas* downregulation has been associated with reduced cell membrane integrity in response to bile [28]. This mechanism is often exploited by bacteria to survive under stress conditions [28,29]. Notably, LA reportedly modifies fatty acid composition in bifidobacteria cells [10].

Finally, RNA-seq analysis revealed that LA might also interfere with pili synthesis and thereby impact bacterial cell adhesion. 

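The Tad genes BBRE_0946 to BBRE_0949 lie side by side on contig 13 from base 42534 to 45534. As a set of 4 they were lower in MRS-cys-LA, with a median log2 fold change of −1.16 (camera, adjusted p = 0.0226, and fry, 0.00574). The set follows genes the paper chose on these samples, so its tests are no independent evidence. After quantile normalization the median was −0.31, with 3 genes lower and 1 higher. The set was no longer past the threshold without MRS-cys-LA replicate 2 (camera, adjusted p = 0.121). All 4 had few reads, and 2 of them were differentially expressed.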

We detected the downregulation of three predicted *Tad* genes. Bifidobacteria possess pili—adhesive and proteinaceous appendages that enable bacteria to adhere to host tissue [30]. Some of the genes encoding type IVb tight adherence (Tad) are expressed under several conditions, such as stress, or in the presence of other bacteria [31]. Our present results indicated that the *TadE* gene (*BBRE_0949*), which encodes one of the two pseudopilins and was identified in *B. breve* UCC2003 [30], exhibited three-fold lower expression in MRS-cys-LA than in MRS-cys. In contrast, *TadA* (*BBRE_0946*) and *TadC* (*BBRE_0948*) showed a fold-change of −1. 

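BBRE_0949, with a coding length of 288 bases, had 13, 14 and 10 reads in MRS-cys and 1, 5 and 0 in MRS-cys-LA (replicates 1, 2 and 3). Its FPKM was 6.34 ± 1.16 in MRS-cys and 1.05 ± 1.32 in MRS-cys-LA (SD, n = 3). The log2 fold change was −2.03 (standard error 0.45, adjusted p = 0.0335, limma). Of its 43 reads, MRS-cys-LA held 14.0% (95% Clopper-Pearson interval 5.3% to 27.9%, for counting error only). With so few reads the constant added to the FPKM set the size of the change, which was −3.48 with a constant of 0.1 and −0.57 with a constant of 10. The call was lost with both constants, after median ratio rescaling (−1.93, adjusted p = 0.0503) and after quantile normalization (−0.62, adjusted p = 0.406). It was also lost without each library but MRS-cys-LA replicate 2 (adjusted p between 0.0848 and 0.143). The losses without MRS-cys replicate 1 or 2 were shared by every gene.

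**Figure D5:**
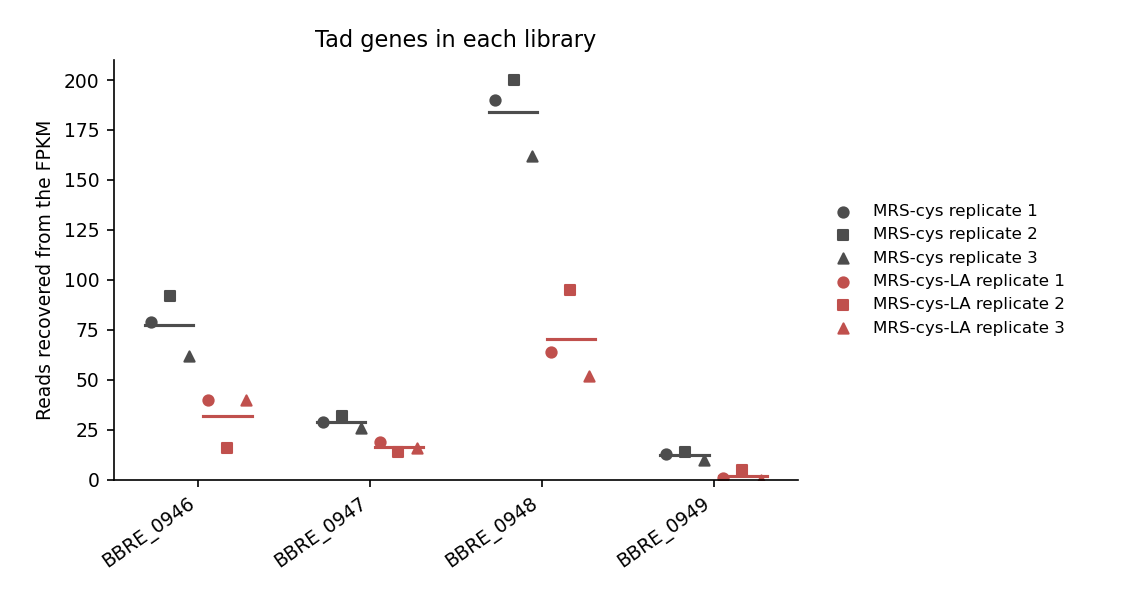
Reads (y axis) recovered from the FPKM for the 4 Tad genes (x axis) in each of the 6 libraries, with MRS-cys in gray, MRS-cys-LA in red and a bar at the mean of each medium. BBRE_0949 has 10 to 14 reads in the MRS-cys libraries and 0 to 5 in the MRS-cys-LA libraries.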

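BBRE_0946 fell from 9.82 ± 2.02 to 4.48 ± 2.17 FPKM (SD, n = 3), a log2 fold change of −1.06 (standard error 0.36, adjusted p = 0.0959, limma), and was not called. Unlike most genes named here it fell most in MRS-cys-LA replicate 2, and without that library its log2 fold change was −0.67. After quantile normalization the change was −0.02 (adjusted p = 0.971). It had 79, 92 and 62 reads in MRS-cys and 40, 16 and 40 in MRS-cys-LA. BBRE_0948, which the file annotates as a TadC-like secreted protein with a lipoprotein attachment site, fell from 37.1 ± 4.59 to 15.2 ± 3.75 FPKM, with a log2 fold change of −1.26 (standard error 0.22, adjusted p = 0.0175). It was lower in all 3 MRS-cys-LA libraries. The call was lost with a constant of 10 (−0.91) and after quantile normalization (−0.61). It was also lost without MRS-cys-LA replicate 3 or any one of the MRS-cys libraries (adjusted p between 0.0632 and 0.102), and without MRS-cys replicate 1 or 2 no gene kept a call. Its neighbour BBRE_0946 was not called to begin with. Between BBRE_0946 and BBRE_0948 lies the TadB-like gene BBRE_0947, chosen after its values were seen, with a log2 fold change of −0.63 (adjusted p = 0.0953) that became 0.38 after quantile normalization.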

TadC represents an integral membrane protein that enables the secretion of the pilus subunits, together with TadA. We also detected upregulation of *BBRE_0750*, with a fold-change of 2. This gene encodes the cell division protein Fic, which is involved in the catalysis of post-translational modification and regulation of bacterial filament. 

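BBRE_0750 lies on contig 11 from base 21852 to 22619. It had 487 ± 54.9 FPKM in MRS-cys and 1558 ± 828 in MRS-cys-LA (SD, n = 3), a log2 fold change of 1.49 (standard error 0.47, adjusted p = 0.0835 from limma), and the log2 of the ratio of the means was 1.68. All 3 MRS-cys-LA values lay above the MRS-cys values, with 620.3 FPKM in replicate 2. In the absence of replicate 2 the log2 fold change was 2.05 (adjusted p = 2.2e-06).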

Members of the Fic protein family occur in taxonomically diverse bacteria and, interestingly, play a role in mediating bacterial responses to environmental stimuli. While we presently lack information regarding the role of the Fic protein family in modulating the shape of *B. breve* DSM 20213, optical microscope observation of this strain revealed reduced pleomorphism in MRS-cys-LA (Figure S4).

Among the sensor regulator genes, histidine kinase sensor (*BBRE_0275*) was downregulated with a fold-change of −3, suggesting that LA may be sensed by bacterial cells via this type of specific sensor/regulator mechanism. 

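BBRE_0275, on the minus strand of contig 4 from base 13696 to 14982, fell from 889 ± 25.9 to 140.1 ± 56.3 FPKM (SD, n = 3). This is a log2 fold change of −2.75 (standard error 0.33, adjusted p = 0.0122, limma), and all 3 MRS-cys-LA libraries lay under the MRS-cys libraries. On the opposite strand next to it, the membrane spanning proteins BBRE_0276, which has a PspC domain, and BBRE_0277 were among the 5 called genes that fell most without overlap of the groups, with log2 fold changes of −2.97 and −2.88 (adjusted p = 0.0122 for both). Their FPKM fell from 4017 ± 599 to 560.0 ± 310.5 and from 1711 ± 588 to 234 ± 98. The calls of BBRE_0275 and BBRE_0276 were lost without any one of the MRS-cys libraries (adjusted p between 0.0501 and 0.0866), and that of BBRE_0277 without MRS-cys replicate 1 or 2 (0.0866 and 0.081), where no gene was called. The log2 fold change of BBRE_0275 without MRS-cys replicate 1, 2 or 3 was −2.77, −2.73 and −2.76.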

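The chaperonin gene *groEL* (BBRE_0440), on contig 6 from base 2960 to 4585, had 4405 ± 470 FPKM in MRS-cys and 1586 ± 638 in MRS-cys-LA (SD, n = 3). The log2 fold change was −1.54 (standard error 0.31, adjusted p = 0.0246, limma). For *groES* (BBRE_0182), on contig 3 from base 143089 to 143382, expression fell from 4823 ± 548 to 1654 ± 580 FPKM, a log2 fold change of −1.59 (standard error 0.28, adjusted p = 0.0182). Both were lower in all 3 MRS-cys-LA libraries. Without MRS-cys replicate 1 or 2 no gene kept its call, and both lost theirs without each library but MRS-cys-LA replicate 2 (adjusted p between 0.0556 and 0.123). In a set of 8 chaperone genes with *dnaK*, *dnaJ*, *grpE*, *clpB* and *hsp20*, these were the only ones differentially expressed. Their median log2 fold change was 0.15 and their mean −0.19, and camera and fry gave opposite directions (higher, adjusted p = 0.796, and lower, 0.42). Camera gave lower as well without MRS-cys-LA replicate 1 (0.753). Among the 8 genes 5 were higher, 6 after median ratio rescaling and 4 after upper-quartile rescaling.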

We also observed downregulation (fold-change of −2) of general stress response systems, such as the groEL and groES chaperonins.

To validate the transcriptomic data, we performed real-time quantitative PCR (RT-qPCR) analysis of five different genes (data not shown). The RT-qPCR results were in agreement with the results of transcriptomic analysis (r^2^ = 0.904).

### 3.2. LA Effect on Iron Metabolism

Transcriptomic analysis revealed that the addition of LA to *B. breve* growth medium had an impact on genes involved in iron uptake. In *Bifidobacterium longum* strain BBMN68, two different Fe-S cluster assembly proteins and an iron complex transport system are upregulated under oxidative stress conditions [32]. In that context, only the *suf* gene was induced and strain BBMN68 activated biosynthesis of the Fe-S cluster-including proteins to restore proper biochemical metabolism. Our present results demonstrated that the most highly upregulated genes were those belonging to *bfeUO* and *sifABCDE*. Moreover, the iron sulfur cluster-binding protein apbC (BBRE_1435) showed three-fold increased transcription with LA exposure compared to control. 

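BBRE_1435, annotated as an ATP-binding Mrp-like protein, lies on contig 23 from base 75080 to 76201. It rose from 256 ± 16.6 to 1753 ± 1312 FPKM (SD, n = 3), a log2 fold change of 2.26 (standard error 0.79, adjusted p = 0.102, limma), and was higher in all 3 MRS-cys-LA libraries. Its FPKM was 2085, 307 and 2867 in replicates 1, 2 and 3, and without replicate 2 the log2 fold change was 3.25 (adjusted p = 1.32e-07). On contig 28 the annotation places genes of Fe-S cluster assembly, chosen after their values were seen. Those for SufC (BBRE_1685), a cysteine desulfurase (BBRE_1686) and IscU (BBRE_1687) were higher in all 3 MRS-cys-LA libraries, with log2 fold changes of 0.81, 1.07 and 0.82 (adjusted p of 0.0417, 0.0122 and 0.023). Only BBRE_1686 reached the minimum fold change, and it lost the call without any one of the MRS-cys libraries (adjusted p between 0.0644 and 0.0926). Without MRS-cys replicate 1 or 2 this was so for every gene. Over the alternatives other than leaving out a library, the log2 fold change of BBRE_1686 went down to 0.99, under that minimum.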

The higher gene expressions and the number of genes induced in the presence of LA in our study seemed to differ from those described in *B. longum* BBMN68 under oxidative conditions. The upregulation of several genes has also been described in *B. breve* UCC2003 under iron limitation conditions [21]. We conducted several experiments to exclude the involvement of LA in iron chelation. We first investigated the effect of iron salts on cell growth rate, with the rationale being to provide an extra source of iron to counteract an eventual iron deficiency in the medium. Under our experimental conditions, iron supplementation did not affect *B. breve* growth in MRS-cys (Figure 2).

We also examined the ability of LA to chelate iron, and our results excluded this hypothesis. The percentage of inhibition of complex formation did not differ between MRS-cys (90.744 mg EDTA eq/L) and MRS-cys-LA (90.969 mg EDTA eq/L). These results indicated that LA is not an iron chelator. Moreover, supplementation of the medium with iron did not improve the LA deconjugation, as there were no significant differences in the LA conversion (55.3 ± 3.3% in MRS-cys-LA; 58.5 ± 2.4% in MRS-cys-LA FeSO_4_; 54.9 ± 4.2% in MRS-cys-LA iron citrate; and 54 ± 3.5% in MRS-cys-LA FeSO_4_ iron citrate). Overall, our findings suggested that the induction of genes encoding iron uptake seemed to be correlated with a stress response because of the presence of LA in the medium.

### 3.3. LA Effect on ROS Production

It is well established that LA is involved in oxidative damage in mammalian cells and tissue; however, this relationship remains unclear in bacteria. Our present results showed that LA exposure modulated the expressions of a number of *B. breve* genes involved in oxidative stress pathways, prompting us to further investigate the putative role of LA in ROS production. We found that the relative intracellular MDA content significantly differed (*p* = 0.0117) between bacterial cells grown in MRS-cys-LA (16.61 ± 4.03%) versus those grown in MRS-cys (5.88 ± 1.27%).

Cysteine is associated with a protective effect against oxygen during anaerobic bifidobacteria growth [33]. To explore the actual impact of cysteine on the oxidative status of *B. breve* under our experimental conditions, we reduced the cysteine concentration in the medium down to 0 g/L while maintaining an LA concentration of 0.5 g/L. The decreased cysteine content modified the trend of the growth curves, particularly in MRS-LA (Figure 3).

The part of the growth curve associated with the lag phase was most affected by changes in the medium. Changes in lag time are known to be a true consequence of stressful conditions [32]. We found that the lag phase was extended by approximately 8 h for *B. breve* growing in MRS-LA compared to in MRS (*p* < 0.05). Addition of LA did not affect the lag phase duration (approximately 5 h) of *B. breve* in MRS-cys. In MRS-LA, *B. breve* DSM 20213 showed a reduced growth rate, with the cell number reaching 7 log CFU/mL after 14 h of incubation, compared to 9 log CFU/mL for this strain in MRS. On the other hand, when the strain was cultivated in MRS without LA, supplementation with a lower cysteine concentration did not affect the lag phase duration, confirming that this amino acid played a limited role in the growth of this strain (Figure S3).

Our results led us to speculate that cysteine may play a putative protective role against the negative effects of LA. To check this hypothesis, we determined the MDA content in MRS and MRS-LA, and found that the MDA level was significantly higher in MRS-LA (34.80 ± 6.90%) than in MRS (8.21 ± 2.92%) (*p* = 0.0009). We also found that the relative MDA content significantly differed between bacteria grown in MRS-cys-LA (16.61 ± 4.03%) versus MRS-LA (34.80 ± 6.90%) (*p* = 0.0264). Overall, our findings support that LA may be implicated in triggering oxidative stress in *B. breve* DSM 20213.

The high levels of MDA in MRS and MRS-LA suggested that the strain grown in the absence of cysteine exhibited higher expression of genes involved in oxidative response. Thus, we performed q-PCR to determine the transcriptional level of the thioredoxin reductase gene. Thioredoxin reductase is considered to be one of the proteins responsible for maintaining a reduced intracellular environment. The expression of this gene was 1.64-fold higher in MRS-cys-LA than in MRS-cys, thus confirming the results of RNA-seq analysis. Conversely, this gene was upregulated by 2.46-fold in MRS-LA compared with in MRS. The highest gene upregulation (5.26-fold) was observed in MRS-LA compared with MRS-cys-LA. These results seem to suggest that the presence of LA activated an oxidative stress response, and that this negative effect is likely mitigated by cysteine.

## 4. Discussion

In the present study, we applied a transcriptomic approach to examine how LA exposure influenced the intestinal *B. breve* strain DSM 20213. In recent decades, host-microbiota interaction has been among the most explored research fields because of its importance in host health and disease. Microbial populations in the gut produce a number of active compounds, and thereby mediate the impact of nutrients on host physiology. Bifidobacteria represent the dominant colonizers of the large intestine of infants during the first weeks of life [34], and play key roles in the human gut because of their glycan-degrading abilities [35] and their capacity to utilize human milk oligosaccharides (HMOs) [36,37]. After lipids and lactose, HMOs are the most abundant solid component in breast milk, but they do not represent nutritional value for infants because they are resistant to pancreatic digestion [38]. Bifidobacteria exploit HMOs as a selective nutrient, to increase their competitiveness in the gut environment. Accordingly, bifidobacteria strains are utilized as probiotics for infant health and well-being [39]. Among the different species of the *Bifidobacterium* genus, *B. breve* has been formulated for clinical trials in pediatrics [40,41,42] and used as a supplement in infant formulas [43,44].

Essential fatty acids, such as LA, are important diet constituents, particularly during early infant development; however, they cannot be synthesized by the body. Thus, nutrition research has focused on the development of infant formula that is nutritionally balanced and similar to human milk [45]. To date, there is scarce in vivo evidence regarding the impact of unsaturated fatty acids on gut microbiota composition and function [46], and the available data have mainly been collected in animal models. De Weirdt et al. reported that increased linoleic acid in the cecum might affect the level of *Lactobacillus reuteri* in mice fed a diet high in polyunsaturated fat [47]. Their findings suggest that linoleic acid reaches the distal gut, and is metabolized by specific populations within the gut microbial community. Several investigations of the effects of LA on bacterial cultures reveal that this fatty acid is toxic to many bacteria, which cannot grow in the presence of LA [9,48]. It has also been reported that long-chain fatty acids with higher degrees of unsaturation exert stronger inhibitory effects on bacterial growth compared to fatty acids of the same chain length but with lower numbers of double bonds [49]. One primary effect of LA on bacterial cells could be the modification of membrane composition, as reported by Fontes et al. [10]. They found that bacteria cells grown in MRS-cys-LA exhibited significantly decreased levels of stearic, myristic, and lactobacillic acids, but not of palmitic and oleic acids. Boyaval et al. further demonstrated that LA increases membrane permeability, blocking the cell growth of *Propionibacterium freudenreichii* subsp. *shermanii*, and causing increased K^+^ efflux [50].

In the present study, we utilized RNA-seq methodology to assess the gene expression of *B. breve* DSM 20213 following exposure to LA, and to elucidate the in vitro effects of LA on the metabolic activities of the test organism. To our knowledge, this is the first study to show that LA can induce a multiple stress response in this microbial inhabitant of the infant gut.

Among the genes affected by LA, the most significant upregulation was detected for a cluster of genes related to the iron uptake system, which is often involved in bacterial responses to oxidative stress and adaptations to iron-limiting conditions [21,32]. *B. breve* DSM 20213 exhibited upregulation of both transcriptional units involved in iron uptake, although there was no differential expression of either thioredoxin reductase or glutaredoxin. In contrast, we observed upregulation of a ferredoxin NADP reductase gene encoding a protein with oxidoreductase activity, and the *WblE* gene that encodes a Fe-S protein involved in several stress responses, including the response to oxidative stress. 

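The file annotates BBRE_0825 as thioredoxin reductase. It had 621 ± 43.9 FPKM in MRS-cys and 841 ± 301 in MRS-cys-LA (SD, n = 3), a log2 fold change of 0.36 (standard error 0.31, adjusted p = 0.429 from limma). BBRE_0852, of a family that joins thioredoxin reductase, thioredoxin and glutaredoxin, had a log2 fold change of −0.14 (adjusted p = 0.797), which was 0.01 after median ratio rescaling and 0.10 after quantile normalization. BBRE_1224, the thioredoxin reductase of Table 1, is annotated as thioredoxin in the file and had 0.16 (adjusted p = 0.666). Of the glutaredoxin genes, BBRE_0808 (*nrdH*) had −0.58 (adjusted p = 0.131) and BBRE_1405 had 0.03 (adjusted p = 0.961), with −0.05 after upper-quartile rescaling. When MRS-cys-LA replicate 2 was left out, BBRE_0825 had a log2 fold change of 0.71 (adjusted p = 0.00101), under the minimum fold change, and the signs of BBRE_0852 (0.17) and BBRE_1224 (−0.03) changed. BBRE_0852 also changed sign without MRS-cys replicate 1 (0.07), and BBRE_1405 without MRS-cys replicate 2 (−0.02) or 3 (−0.11) or MRS-cys-LA replicate 1 (−0.08) or 3 (−0.20). The paper describes iron uptake genes as often involved in responses to oxidative stress and to low iron. After its tests of iron salts and of chelation, it proposes that their induction was linked to a stress response to LA.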

To evaluate whether LA affected iron availability, we supplemented the growth medium of *B. breve* DSM 20213 with several different Fe sources and measured the bacterial growth rate. In this experiment, we also assessed the ability of LA to chelate Fe^2+^. Our results excluded that LA in MRS-cys was associated with any iron limitation effect, and excluded that LA had any direct involvement in bacterial CLA production as assessed by gas chromatography analysis.

Since our findings showed that LA exposure modulated several genes that are putatively involved in oxidative stress pathways, we explored the possibility that LA stimulated ROS production. We found that reactive oxygen species were significantly increased in *B. breve* cells grown in MRS-LA. The addition of cysteine to the medium seemed to protect bacterial cells against ROS-induced oxidative damage. Notably, we did not observe significant upregulation of genes encoding proteins with established roles in contrasting oxidative damages, possibly due to a protective action exerted by cysteine. Accordingly, thioredoxin reductase gene expression was higher in *B. breve* grown in the absence of cysteine compared to in the presence of cysteine, and this was the strongest effect recorded in MRS-LA.

Since LA exposure influenced genes and regulators involved in lipid metabolism, one could speculate that the cell membrane might be a target of LA action. Previous studies demonstrate that several kinds of stresses, including osmotic or acid stress, can prompt modifications in the bacterial cell membrane composition—particularly fatty acid chain length, saturation, and cyclopropanation—to decrease membrane permeability to oxidative free radicals and increase membrane resistance to lipid peroxidation [51]. We observed that LA induced downregulation of genes, such as the *TadE* gene, encoding type IVb tight adherence pili, which is in accordance with another transcriptional analysis showing reduced expression of these genes in response to stress conditions [52]. Pili are a key factor in bacterial adhesion and colonization of the host intestine [30]. As far as *B. breve* DSM 20213 is concerned, the involvement of pili in bacterial interaction with host tissue requires further clarification and, more specifically, the putative cell adhesion function of the *TadE* gene needs to be taken into consideration for future research. Despite the lack of evidence indicating that the cell filamentation protein fic is involved in morphological changes in bifidobacteria, RNA-seq analysis and observation with the optical microscope revealed a clear difference in *B. breve* DSM 20213 morphology—namely, a transition from a bifid shape to a rod shape.

Several species of bifidobacteria can convert LA into CLA, and the MCRA protein has been implicated in catalyzing the first step of CLA production in *B. breve* [8]. Our present results did not show any specific modulation of the *mcra* gene, suggesting that this enzyme was not involved in LA metabolization, which is in accordance with the findings of Raimondi et al. [6]. 

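The gene annotated as myosin-crossreactive antigen, BBRE_0505, lies on contig 6 from base 83915 to 85792. It had 367 ± 24.8 FPKM in MRS-cys and 656 ± 375 in MRS-cys-LA (SD, n = 3), a log2 fold change of 0.64 (standard error 0.46, adjusted p = 0.349, limma). The MRS-cys-LA libraries held 678, 271 and 1020 FPKM in replicates 1, 2 and 3. Without replicate 2 the log2 fold change was 1.18 (standard error 0.18, adjusted p = 0.00025), and the gene was called.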

Along this line of evidence, O’Connell et al. [7] demonstrated that the MCRA protein of *B. breve* NCFB 2258 is an oleate hydratase that contributes to bifidobacterial solvent stress protection but not to CLA production. Indeed, Kishino et al. [53] proposed a multiple-step reaction mechanism for CLA production by the representative gut bacterium *Lactobacillus plantarum.* This pathway entails hydration, dehydration, and double-bond immigration and involves three different enzymes: CLA-HY, CLA-DH, and CLA-DC. Additionally, 10-hydroxy−12-octadecenoic acid has been identified as a key fatty acid intermediate of polyunsaturated fatty acid-saturation metabolism in *L. plantarum* [53]. Gao et al. [54] recently assessed the possibility that 10-hydroxy−12-octadecenoic acid, which is a product of MCRA activity in bifidobacteria, could represent an intermediate in bifidobacterial CLA generation. They demonstrated that *B. breve* can generate CLA using 10-hydroxy-*cis*-12 octadecenoic acid as a substrate. This aspect warrants further investigation, especially in light of recent findings indicating that *L. plantarum* multifunctional α-enolase can directly convert 10-hydroxy-12-*cis*-octadecenoic acid into c9,t11-CLA through dehydration and isomerization reactions [55]. Although we presently have only a limited understanding of how bifidobacteria can convert LA into CLA, multiple or alternative mechanisms may be involved, as shown for lactobacilli.

Some evidence suggests that the ability to convert LA into CLA is strain-specific [6], and that the conversion rate changes depending on the growth conditions and matrix [10]. A recent study demonstrated that *B. breve* Ncimb702258 could produce CLA in skimmed milk, but the LA conversion rate was lower than in synthetic medium. Despite the positive effects of CLA on human health, the new evidence that LA exerts a significant toxic effect towards *B. breve* bacterial cells warrants reconsideration of the extent of milk formula supplementation with this fatty acid.

The present study has several limitations—most importantly, that it is an in vitro study. Although such an approach is very useful to gain knowledge on the overall bacterial metabolic responses, it is not sufficient to predict the behavior of *B. breve* DSM 20213 in the complex and dynamic gut environment. The interplay between different microbial populations, as well as between bacteria and the host, could affect multiple metabolic processes occurring in the intestinal environment, including LA conversion.

In conclusion, in our present study, we examined the transcriptional landscape of *B. breve* DSM 20213 in response to LA. The evidence reported in this work confirmed the in vitro toxicity of LA on this bacterial strain. There remains a need for further investigations, combining metagenomics and metabolomics approaches, to understand the impact of LA on microbial community functions and interactions with the host in the human infant gut.

## Figures and Tables

**Figure 1:**
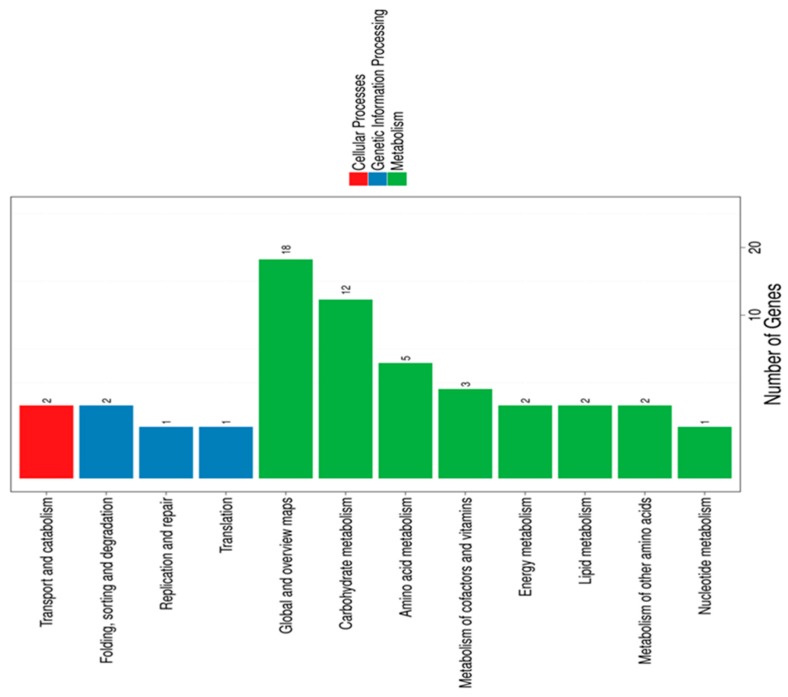
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway classification of differentially expressed genes. Genes were divided into three branches according to the biological pathways they participated in: cellular processes (red), genetic information processing (blue), and metabolism (green).

**Figure 2:**
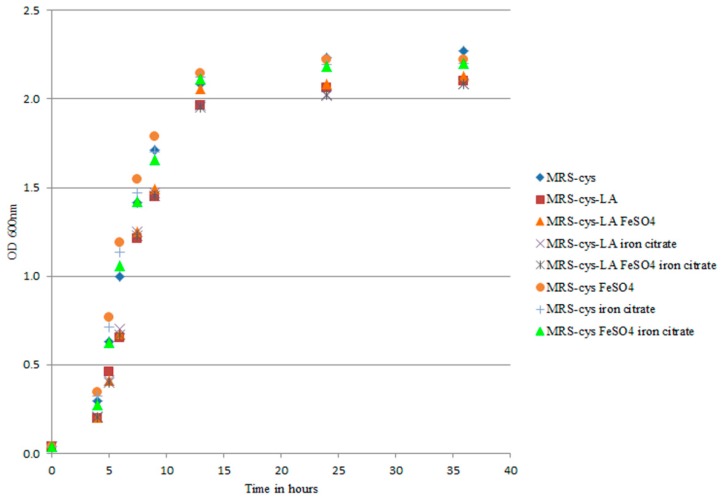
Growth curves of *B. breve* DSM 20213 grown in MRS-cys with iron sulfate, ferric citrate, and a 1:1 mix of both salts. The strain was exposed to 0.5 g/L linoleic acid (LA), and the optical density was measured at 600 nm. The growth of *B. breve* did not significantly differ among the tested experimental conditions (*p* > 0.05).

**Figure 3:**
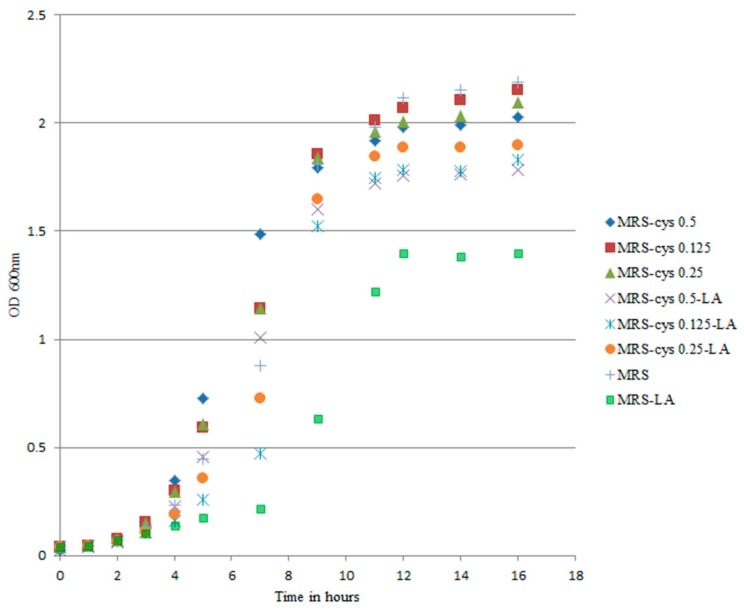
Growth curves of *B. breve* DSM 20213 grown in MRS-cys with different concentrations of cysteine. The linoleic acid (LA) concentration 0.5 g/L. Optical density was measured at 600 nm. The growth of *B. breve* in MRS-LA was significantly different from that observed in MRS (*p* < 0.05).

**Table 1:** Oligonucleotide primers used for q-PCR analysis.

Gene (Locus Tag)	Primers Sequence (5′→3′)		Product Size (bp)
	Forward	Reverse	
*recF* (*BBRE_0834*)	GCACGCATCAATTCAGGAAC	GTCTTCAGGAGTAAACGAAAC	80
Cystathionine beta-lyase (*BBRE_1404*)	TGACCAATCCACTGCTCAAG	GCCAACACACCACCCAAAC	264
Permease protein of ABC transporter system (*BBRE_1006*)	CGCAGCAGATGAATGAGGAG	CCACCCAGTGATGATTGAGG	245
ATP-binding Mrp-like protein (*BBRE_1432*)	ACCAACCAGATCAACGGTGC	GCGGCAGAGAGAATCCATAG	294
Thioredoxin reductase (*BBRE_1224*)	CATTAACCATTGGCGGCCTG	GCTGACCACATCGGCAATGA	164
*Lex A* (*BBRE_0527*)	CGACTCCACATCGACGAAC	GCGTTCATGCGAATAAAGCC	133
Secreted protein probably involved in iron uptake (*BBRE_1003*)	CGCCAAGAAGGACGATTCAG	TTCACGGTCAGGTCAGGAAC	281
Ferredoxin--NADP reductase (*BBRE_0908*)	GTGACTGAATCTGAGAACACT	GATATCGGATGAGTAGACGC	77

**Table 2:** Expression changes in *B. breve* DSM 20213 following linoleic acid exposure.

Locus Tag	Protein’s Predicted Function	FC
BBRE_1003	Secreted protein, probably involved in iron uptake	4
BBRE_1002	Membrane-spanning protein with iron permease FTR1 family domain	3
BBRE_1006	Permease protein of ABC transporter system	3
BBRE_1007	ATP-binding protein of ABC transporter system	3
BBRE_1005	Permease protein of ABC transporter system	2
BBRE_1004	Membrane-spanning protein	2
BBRE_1008	Hypothetical protein	2
BBRE_1612	Hypothetical protein with methyl transferase domain	2
BBRE_1753	ATP-binding protein of ABC transporter system	4
BBRE_0908	Ferredoxin-NADP reductase	2
BBRE_1404	Cystathionine beta-lyase metC	3
BBRE_1630	Sulfatase family protein	−2
BBRE_1618	Macrolide-efflux protein, MFS member	1
BBRE_1621	Multidrug resistance protein B, MFS member, bile efflux induced upon bile salt exposure	2
BBRE_1505	WhiB protein, WblE	3
BBRE_0144	Transcriptional regulator	2
BBRE_0799	PTS system IIC component	−3
BBRE_0967	Oligopeptide transport system permease protein, oppB	−2
BBRE_0966	Oligopeptide-binding protein, oppA	−2
BBRE_0806	Ribonucleoside-diphosphate reductase alpha chain	−2
BBRE_0137	Acetyl-/propionyl-CoA carboxylase alpha chain	−2
BBRE_0138	Acetyl-/propionyl-CoA carboxylase beta chain	−2
BBRE_0139	Type I multifunctional fatty acid synthase	−2
BBRE_0798	Transcriptional regulator, GntR family	−2
BBRE_0896	Lysyl-cardiolipin synthase/Lysyl-transferase, mprF	2
BBRE_0949	TadE-like protein	−3
BBRE_0946	TadA-like protein	−1
BBRE_0948	TadC-like protein	−1
BBRE_0750	Cell division protein, Fic	2
BBRE_0275	Histidine kinase sensor of two-component system	−3
BBRE_0440	60-kDa chaperonin, GroEL	−2
BBRE_0182	10-kDa chaperonin, GroES	−2
BBRE_1435	ATP-binding Mrp-like protein	3

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/2076-2607/7/12/710/s1.

How the deposited data were processed for this re-analysis (not part of the article)

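RNA from the type strain of *B. breve*, grown in MRS-cys (0.5 g/L cysteine) and in MRS-cys-LA (0.5 g/L LA in addition) up to an optical density of 0.7 was sequenced by the authors on a BGISEQ-500, with 3 cultures per medium and 1 library per culture. The conditions were taken from the sample labels. The authors removed low-quality, adaptor-polluted and N-rich reads, mapped the rest to the reference genome with HISAT and to reference transcripts with Bowtie2, and computed expression per gene with RSEM. The deposited table holds FPKM for 1887 coding sequences on the 31 contigs of the draft assembly. Of these genes, 1234 were matched to the reference annotation, which was used for names only, and coordinates, coding lengths and products come from the table. The software versions behind the FPKM are not given in the sources used here.

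The table gives no counts. Whole reads were recovered from the steps between FPKM values, testing read lengths from 36 to 150 bases, and a length of 50 fitted. The values checked stood for fewer than 2000 reads, and a value was taken as whole within 0.2 of a read. The recovered reads on listed genes were between 6.54 and 7.91 M per library. They were used for depth, for the counting error of genes with few reads and for one alternative fit. The Clopper-Pearson intervals (95%) and the exact binomial tests cover counting error only.

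FPKM were analysed as log2(FPKM + 1) in limma 3.58.1 under R 4.3.3, with lmFit and eBayes (trend), for the 1886 genes with a mean FPKM of at least 1. The p-values were adjusted with the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. This test was chosen before the data were examined, because the unit of the table is FPKM and the paper's text does not name a test. The fit was tested on simulated data with 200 changed genes. It called 192 of them (96%) and 6 unchanged genes when the spread between libraries was as in the fit, and 199 (99.5%) and 0 when the spread was that of the MRS-cys libraries. The planted changes were all above the minimum for a call, with noise independent between genes and of equal size in all libraries of a gene. In the data the spread within MRS-cys-LA lay largely in replicate 2 and was shared by many genes. The simulated shares therefore do not give the power in these data. Principal components, tables and exact tests used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

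Gene sets were tested with limma's camera at a preset correlation of 0.01, and also with the correlation estimated from the data and with fry, with adjustment over 9 sets. The sets for iron uptake, lipid metabolism, Tad pili, oligopeptide transport and chaperones follow the genes the paper names or their annotation. The paper chose its genes on these same samples, so tests of these sets are no independent evidence. The sets for PTS components, sugar ABC transporters, purine and pyrimidine metabolism and ribosomal proteins follow words of the annotation alone. GO terms with at least 5 genes tested were compared by one-sided Fisher's exact tests against the annotated genes tested. Changes of neighbouring genes were compared with 10000 random orders of the genes.

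The genes named in the text were fixed by a rule. They are every gene of Tables 1 and 2 and every gene the results or discussion name that could be matched, the 5 called genes that rose most and the 5 that fell most among those whose groups do not overlap, and the gene with the largest change in each set defined by annotation. The values of Table 2 had been seen when the rule was written. Genes outside the rule are marked as chosen after their values were seen. The gene for the ClgR regulator could not be matched from the annotation and has no value here. Neither the labels nor the methods say that cultures are paired by their numbers, so the replicate number is a block only in an alternative. The correlations of same-numbered replicates' deviations were −0.05, −0.21 and −0.31. They show no pairing and cannot exclude one, since the deviations in MRS-cys-LA come largely from replicate 2.

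The alternatives, set before the data were examined, were constants of 0.1 and 10 in place of 1, no filter or a mean FPKM of at least 50, median ratio, upper-quartile and quantile scaling, leaving out the 10 genes with the largest mean FPKM, limma without the trend or with robust variances, a test against a minimum log2 fold change of 0.5 (treat), other thresholds for a call, the replicate block and leaving out each library in turn. Where a library is left out, its medium keeps 2 libraries and the spread is pooled over both media. Fits with limma voom on the recovered reads and with a quality weight per library were added after seeing the data. The RT-qPCR, the growth, chelation, TBARS and fatty acid assays and the KEGG classes were not analysed here.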

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

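The tests of scaling, of read depth and of MRS-cys-LA replicate 2 as explanations were chosen after the results had been seen, as were the alternatives with limma voom and library quality weights, while the fit, its other alternatives and the rule that names the genes were set before.

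Of the 19 genes higher in MRS-cys-LA, 18 are not named in the text or in Tables 1 and 2 of the paper (Table S1 was not analysed here). The 5 that rose most, with the groups apart, were BBRE_0844, a membrane spanning protein (log2 fold change 2.77, adjusted p = 0.0122 from limma), BBRE_1905, a hypothetical protein (2.71, adjusted p = 0.0205), BBRE_1688, which has a DUF59 domain and follows the IscU gene of the Fe-S cluster assembly genes on the same strand (2.15, adjusted p = 0.0441), BBRE_0680, a transcriptional regulator (1.89, adjusted p = 0.0411), and BBRE_0299, an ATP-binding protein of an ABC transporter (1.49, adjusted p = 0.0407). Each was higher in 3 of 3 MRS-cys-LA libraries than in every MRS-cys library. In MRS-cys-LA replicate 2 their log2 changes from the MRS-cys mean were 2.48, 1.45, 0.83, 0.82 and 0.70, so these genes drew attention as a signal outside those the paper discusses and one that was present in all 3 libraries. Over the alternatives other than leaving out a library, the adjusted p ranged from 5.58e-06 to 0.0455 for BBRE_0844 and from 1e-06 to 0.0715 for BBRE_1905. The upper ends for BBRE_1688, BBRE_0680 and BBRE_0299 were 0.151, 0.148 and 0.188.

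The tables argue against scaling between libraries as the source, since the smallest log2 fold change over the 5 genes and the scalings was 1.41. Few reads are no source either, with at least 934 reads for each gene in each library. The genes were chosen with the groups apart, so a rise without MRS-cys-LA replicate 2 was fixed beforehand. In each of the 5 genes the change in that library was smaller than the fitted log2 fold change, so leaving it out could only raise the size. The smallest log2 fold change without that library was 1.89, and all 5 genes were called. This describes the other MRS-cys-LA libraries, which hold the change too, and is no test. Without MRS-cys replicate 1 or 2 none of the 5 genes was called (adjusted p between 0.081 and 0.164), nor was any other gene. Without MRS-cys replicate 3, MRS-cys-LA replicate 1 or MRS-cys-LA replicate 3 only BBRE_0844 of the 5 was (0.043, 0.0197 and 0.0277). With a mean FPKM of at least 50, BBRE_1688, BBRE_0680 and BBRE_0299 had adjusted p of 0.0604, 0.0546 and 0.0542. Reads shared between related genes, and a difference between cultures other than LA, were not tested and stay open. A response to LA in the medium is the explanation the design names, and it stays a hypothesis, since the genes were found and tested on the same data.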

How the results depend on the processing

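Fits with limma voom and with a quality weight per library were chosen after the data had been seen, and the other settings before.

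The number of differentially expressed genes was 171 (19 higher, 152 lower) and stayed within 1.5 times of that total with constants of 0.1 and 10, no filter, each scaling, the 10 most abundant genes left out, limma without trend or robust, and voom (116 to 179). The number higher moved to 30 after median ratio rescaling and after quantile normalization, which also moved the number lower to 86. With a mean FPKM of at least 50, 94 genes were called (10 higher, 84 lower), partly because fewer genes were tested. Treat against a minimum log2 fold change of 0.5 left 15 (1 and 14). The replicate block left 62 (2 and 60). At an adjusted p under 0.05 and any fold change there were 265 (33 and 232), at an adjusted p under 0.01 there were 2 (0 and 2, with 647 genes at an unadjusted p under 0.05), and by a 2-fold ratio of mean FPKM with no p-value there were 322 (185 lower). Library quality weights gave 489 (197 and 292), with a weight of 0.082 for MRS-cys-LA replicate 2 and at least 0.854 for the others. With each library left out in turn, the total ranged from 0 to 523, the number higher from 0 to 211 and the number lower from 0 to 312. The largest counts came without MRS-cys-LA replicate 2, and limma called 0 genes without MRS-cys replicate 1 or 2 (412 and 394 at an unadjusted p under 0.05). Of the 523 genes, 163 were among the 171. The cause was not tested beyond these settings.

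Of the 9 gene sets, those for iron uptake, lipid metabolism, Tad pili, PTS components and sugar ABC transporters were past the threshold with camera. With the correlation estimated from the data their adjusted p became 0.459, 0.434, 0.22, 0.22 and 0.22. With fry only the iron uptake set left that side (0.249). The sets for iron uptake, lipid metabolism and Tad pili hold genes the paper chose on these samples, so their tests are no independent evidence. The sets for oligopeptide transport and chaperones reversed with fry (0.249 and 0.42) without passing the threshold. With each library left out in turn, the adjusted p of the Tad set ranged from 0.00762 to 0.121, past the threshold in each fit but the one without MRS-cys-LA replicate 2. Sets that were not past the threshold changed direction in some of these fits. Their adjusted p ranged from 0.731 to 0.983 for oligopeptide transport and from 0.595 to 0.918 for chaperones (both lower without MRS-cys-LA replicate 1, 0.753). For purine and pyrimidine metabolism it ranged from 0.143 to 0.595 (lower without MRS-cys-LA replicate 2). For ribosomal proteins it ranged from 1.72e-07, lower without MRS-cys-LA replicate 2, to 0.764, with the direction higher without MRS-cys-LA replicate 1 or 3. The cause of these shifts was not tested.

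Of the 55 named genes 25 were called, and 17 of these kept the call under every alternative other than treat, the block and leaving out a library. No called gene reversed. Leaving out MRS-cys-LA replicate 2 brought 22 further named genes past the threshold. BBRE_1224, BBRE_0852 and BBRE_1405, none of them called, changed sign. BBRE_1224 was at −0.13 with library weights and between −0.03 and 0.33 with a library left out. BBRE_0852 was at 0.01 after median ratio rescaling, 0.10 after quantile normalization and 0.28 with library weights, and between −0.37 and 0.17 with a library left out. BBRE_1405 was at −0.05 after upper-quartile rescaling and between −0.20 and 0.36 with a library left out. The GO terms past the threshold numbered 7, and 10 with genes of any fold change, and the correlation between neighbouring genes was past the threshold with both definitions.

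Depth limits the genes with few reads. The log2 fold change of BBRE_0949 ranged from −3.48 to −0.57, that of BBRE_1548 from −2.20 to −0.32, that of BBRE_0946 from −1.26 to −0.02 and that of BBRE_1326 from −1.33 to −0.06 over the alternatives other than leaving out a library. The sign stayed the same, but for BBRE_0946 and BBRE_1326 the change was close to 0 after quantile normalization.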

Differences from the paper's values

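The paper gives 53 upregulated genes and the fit 19. Every alternative set before the data were examined differs as well, with 30 after median ratio rescaling and after quantile normalization, 33 at any fold change, 322 less the 185 lower by a 2-fold ratio of mean FPKM with no p-value, and 211 without MRS-cys-LA replicate 2. For downregulated genes the paper's number is 90 and that of the fit 152. Within 1.5 times of it lie a constant of 10 (107), a mean FPKM of at least 50 (84), median ratio rescaling (103), quantile normalization (86), the replicate block (60), and the fits without MRS-cys-LA replicate 1 (99) or 3 (71). The other alternatives set beforehand do not, namely a constant of 0.1, no filter, upper-quartile rescaling, the 10 most abundant genes left out, limma without trend, robust or with treat, the 3 other thresholds, and the fits without MRS-cys replicate 1, 2 or 3 or MRS-cys-LA replicate 2. The total of 171 is within 1.5 times of the paper's 143.

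The FC column of Table 2 is on the log2 scale (30 of 33 values equal the rounded log2 of the ratio of mean FPKM), and on that scale the log2 fold change of the fit, rounded in the same way, equals the printed value in 22 of 33 genes. A gene is taken as different here when the rounded value is further from the printed one than the larger SD of the replicates of a medium (log2 scale), which holds for 2 genes. For TadE (BBRE_0949) the paper's value is −3 and that of the fit −2.03. The log2 of the ratio of means, −2.60, rounds to the paper's value, and a constant of 0.1 (−3.48) and the fit without MRS-cys-LA replicate 2 (−2.52) do so too. The fit without MRS-cys-LA replicate 1 (−1.95) is within the limit only because the SD rises from 0.92 to 1.29, and is no nearer to the paper's value. The other alternatives set beforehand that give a value differ. Of those chosen after seeing the values, limma voom (−2.86) and library quality weights (−2.56) also round to the paper's value. For Fic (BBRE_0750) the paper's value is 2 and that of the fit 1.49. The log2 of the ratio of means, 1.68, rounds to the paper's value, and median ratio rescaling (1.64) and the fits without MRS-cys replicate 2 (1.55) or 3 (1.51) or without MRS-cys-LA replicate 2 (2.05) do so too. The fits without MRS-cys-LA replicate 1 (1.15) or 3 (1.26) are further from the paper's value and within the limit only because the SD rises from 0.99 to 1.12 and 1.29. The other alternatives set beforehand differ. Of those chosen after seeing the values, library quality weights (1.92) and, barely, limma voom (1.5) also round to the paper's value. Of the genes of Table 2, library weights leave 1 uncalled, and limma voom calls 0 of the 18 printed as risen and 13 of the 15 printed as fallen. The ratio of means rounds to another number than the printed one for BBRE_1612 (4.22, where Table 2 has 2 and the paper's text 4), BBRE_1005 (2.60, printed 2) and BBRE_0440 (−1.47, printed −2). For BBRE_1618 the paper's text has 2 and Table 2 has 1, and the log2 of the ratio of means was 1.30.

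The paper lists 18 genes of Table 2 as upregulated, and limma called 0 of them, although all 18 had the printed direction and 10 had an unadjusted p under 0.05. All 18 were called in the fit without MRS-cys-LA replicate 2. Leaving out each library in turn was set beforehand, while this library was singled out after its values were seen. The fits without another library, with another constant or scaling, with the block, treat or limma voom called 0 of the 18. Library quality weights, chosen after seeing the values, called all 18, but with a weight of 0.082 for that library they come close to leaving it out. The fit without that library and the weighted fit call 14 of the 15 genes printed as fallen and leave out 1, BBRE_0946. Among the genes printed as fallen, 13 were called, and BBRE_0139 (adjusted p = 0.0603) and BBRE_0946 (adjusted p = 0.0959) were not. BBRE_0139 was called in the fit without MRS-cys-LA replicate 2 and with library weights.

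The paper states that genes of purine and pyrimidine metabolism were lower. Of 17 genes listed by words of the annotation 8 were lower, 9 were higher and 0 were called by limma (3 at an unadjusted p under 0.05, and 1 called with limma voom, higher). The difference in direction depends on MRS-cys-LA replicate 2. The median change of these genes from the MRS-cys mean was −0.16, 0.46 and −0.30 in MRS-cys-LA replicates 1, 2 and 3, and without replicate 2 camera gave the direction lower (adjusted p = 0.595). The list is rough, since 3 of its genes are thiamine genes or a GTP-binding protein (7 higher and 7 lower without them) and it misses BBRE_1786 of IMP synthesis, which was called higher (1.16). A list by pathway could differ from it (the number of genes higher in this one went to 11 after median ratio rescaling). Of single genes, the ribonucleoside-diphosphate reductase BBRE_0806 was lower (log2 fold change −1.54) and called, in the direction the paper gives. It also states that the *opp* cluster was lower. The *oppA* and *oppB* genes it names were lower and called (−1.89 and −2.46). The next genes of this run, BBRE_0968 (−0.19) and BBRE_0969 (0.57), were not called, and without MRS-cys-LA replicate 2 BBRE_0968 was at 0.06. A separate run, BBRE_0658 to BBRE_0661, is also annotated for oligopeptide transport and had 1 gene lower and 3 higher.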

Other observations

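The tests of MRS-cys-LA replicate 2, of recF and of genes with few reads were chosen after the results had been seen, and the counts over other splits of the libraries before.

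In MRS-cys-LA replicate 2 the iron uptake genes did not show the rise of replicates 1 and 3. Their median log2 change from the MRS-cys mean was −0.26, against 3.47 and 3.29, and BBRE_1002, BBRE_1004, BBRE_1005 and BBRE_1006 lay under every MRS-cys library. The tables argue against several technical explanations. An MRS-cys culture under a wrong label would have few genes apart from the MRS-cys libraries, and 173 genes lay 2-fold or more under their mean, against at most 3 for an MRS-cys library. A mixture of RNA from cultures in the 2 media would give the same share from all genes. The share of MRS-cys-LA RNA had a median of −0.02 from the iron uptake genes (quartiles −0.04 and 0.00) and 0.83 from the PTS genes (quartiles 0.74 and 0.99), a difference of 0.85. Its reads on listed genes, 7.82 M, lie within the range of the other libraries (6.54 to 7.91 M). One wrong scaling factor would leave the iron uptake genes high relative to all genes, and their median change less that of all genes was −0.12 in this library, against 3.59 and 3.48 in MRS-cys-LA replicates 1 and 3. A weaker exposure to LA, with each gene between its levels in the 2 media, would place the 53 ribosomal protein genes between them too, and their median share of the change was −0.81 (quartiles −1.33 and −0.49). Their median log2 change from the MRS-cys mean was 0.48 in replicate 2 and −0.90 and −0.97 in replicates 1 and 3, a gap of at least 1.38, while the MRS-cys libraries lay between −0.07 and 0.07. Another growth state at harvest may therefore be involved, as a hypothesis found on these data, although the paper gives the same optical density for all cultures. The values do not show which MRS-cys-LA libraries this would concern, since replicates 1 and 3 lie further from the MRS-cys libraries than replicate 2 does. The iron uptake genes rose in replicates 1 and 3, where the ribosomal protein genes fell, so their rise is not separated from growth state here. A library from a culture outside the study, and a batch, which neither labels nor paper name, were not tested.

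Among the 10 ways of splitting the 6 libraries into 3 and 3, only 1, the real one, gave as many as 171 genes, and the others gave 0 each. With 10 splits the share cannot be under 0.1, so chance cannot be excluded by this count. For the gene sets past the threshold with camera, 5 of the 10 splits gave 5 sets or more, so chance is not excluded there either.

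For the genes of the RT-qPCR (Table 1), the reference gene *recF* (BBRE_0834) was lower in all 3 MRS-cys-LA libraries. Its mean FPKM was 0.61 times that in MRS-cys, and its log2 fold change −0.72 (standard error 0.24, adjusted p = 0.0904 from limma, exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). Scaling between libraries stays open as the source. The smallest fall over the scalings was −0.32 (standard error 0.2, after quantile normalization), which is more than 1 standard error and less than 2 from 0. The limit of 2 standard errors was set after this value was seen, in place of 1. BBRE_1224 had 1.13 times its MRS-cys level, and 1.88 times relative to *recF* (exact two-sided permutation p = 0.1, the smallest possible). The paper gives 1.64-fold for it by RT-qPCR. BBRE_1432 of Table 1 is annotated as a membrane spanning protein, while the Mrp-like protein is BBRE_1435. Its log2 fold change was 0.37 (adjusted p = 0.442). The LexA gene BBRE_0527 was higher, with 247 ± 23.6 and 655 ± 247 FPKM and a log2 fold change of 1.32 (standard error 0.32, adjusted p = 0.0427), and was called. The call was lost with a mean FPKM of at least 50 (adjusted p = 0.0556) and without each library but MRS-cys-LA replicate 2 (0.113 to 0.162). No gene was called without MRS-cys replicate 1 or 2.

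Counting noise alone is argued against for the genes with few reads. Pooled over the libraries, BBRE_0949 had 37 reads in MRS-cys and 6 in MRS-cys-LA (exact binomial test, two-sided p = 4.02e-06), and BBRE_1548 had 34 and 7 (p = 5.55e-05). These p-values cover counting error and not the spread between cultures.

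Neighbouring genes changed together. Across 1297 pairs of a gene and the next one on the same strand, the log2 fold changes had a Spearman correlation of 0.605, against at most 0.108 in 10000 random orders (one-sided p = 0.0001, the smallest these can give), and 0.693 for the 1042 pairs under 200 bases apart. For 557 pairs on different strands, a comparison added after the data were seen, it was 0.274. The pairs are genes and not independent replicates.

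The gene annotated as a member of the DPS family, BBRE_0847, chosen after its values were seen, had 11086 ± 2262 FPKM in MRS-cys and 6452 ± 848 in MRS-cys-LA (log2 fold change −0.77, adjusted p = 0.0948). The largest change among ribosomal protein genes was that of L31, BBRE_1326 (−1.11, adjusted p = 0.0599). It had 12, 13 and 10 reads in MRS-cys and 2, 6 and 6 in MRS-cys-LA. Its log2 fold change was −0.06 after quantile normalization (adjusted p = 0.876) and −1.25 without MRS-cys-LA replicate 2 (adjusted p = 0.00656, called).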
